# NFIB–MLL1 complex is required for the stemness and Dlx5-dependent osteogenic differentiation of C3H10T1/2 mesenchymal stem cells

**DOI:** 10.1016/j.jbc.2023.105193

**Published:** 2023-08-24

**Authors:** Janghyun Choi, Hansol Lee

**Keywords:** mesenchymal stem cells, osteogenic differentiation, NFIB, MLL1, Dlx5, stem cell maintenance, bivalent chromatin domain

## Abstract

Despite significant progress in our understanding of the molecular mechanism of mesenchymal stem cell (MSC) differentiation, less is known about the factors maintaining the stemness and plasticity of MSCs. Here, we show that the NFIB–MLL1 complex plays key roles in osteogenic differentiation and stemness of C3H10T1/2 MSCs. We find that depletion of either NFIB or MLL1 results in a severely hampered osteogenic potential and failed activation of key osteogenic transcription factors, such as Dlx5, Runx2, and Osx, following osteogenic stimuli. In addition, the NFIB–MLL1 complex binds directly to the promoter of *Dlx5*, and exogenous expression of Myc-Dlx5, but not the activation of either the BMP- or the Wnt-signaling pathway, is sufficient to restore the osteogenic potential of cells depleted of NFIB or MLL1. Moreover, chromatin immunoprecipitation (ChIP) and ChIP-sequencing analysis showed that the NFIB–MLL1 complex mediates the deposition of trimethylated histone H3K4 at both *Dlx5* and *Cebpa*, key regulator genes that function at the early stages of osteogenic and adipogenic differentiation, respectively, in uncommitted C3H10T1/2 MSCs. Surprisingly, the depletion of either NFIB or MLL1 leads to decreased trimethylated histone H3K4 and results in elevated trimethylated histone H3K9 at those developmental genes. Furthermore, gene expression profiling and ChIP-sequencing analysis revealed lineage-specific changes in chromatin landscape and gene expression in response to osteogenic stimuli. Taken together, these data provide evidence for the hitherto unknown role of the NFIB–MLL1 complex in the maintenance and lineage-specific differentiation of C3H10T1/2 MSCs and support the epigenetic regulatory mechanism underlying the stemness and plasticity of MSCs.

Mesenchymal stem cells (MSCs) are multipotent progenitor cells capable of self-renewal and differentiation into multiple lineages, such as osteogenesis and adipogenesis (1, 2, 3). The stemness, relatively easy isolation, and low immunogenicity have made MSCs a promising candidate for regenerative therapies (4, 5). Numerous studies have identified environmental and intracellular factors controlling the differentiation of MSCs that include lineage-specific transcription factors and epigenetic regulators (3, 6, 7). On the other hand, understanding of the factors maintaining the stemness and plasticity of MSCs is relatively limited compared to those identified in embryonic stem cells and induced pluripotent stem cells (8, 9, 10).

Osteogenic differentiation is initiated and maintained by the coordinated actions of lineage-specific transcription factors working at different stages of differentiation (11, 12). Among those are Runx2 and Osx, which play essential roles in forming the bone matrix and maintaining the osteoblastic phenotype by activating the expression of osteogenic-specific genes including *Ocn*, *Opn*, *Alp*, and *Col1a1* (13, 14). On the other hand, a homeobox-containing transcription factor Dlx5 contributes to the commitment and initiation of osteogenic differentiation by counteracting the inhibitory function of Msx2 and facilitating Runx2 expression (15, 16, 17, 18). In addition, studies have shown that the exogenous expression of Dlx5 promotes bone mineralization, whereas the loss of Dlx5 function results in decreased expression of genes involved in osteogenic differentiation and abnormality in bone formation (19, 20, 21, 22).

Lysine methylation of histones affects the chromatin function and is related to distinct biological events depending on the site and status of modification (23). Trimethylated histone H3K4 (H3K4me3) marks the transcription start site (TSS) of active genes. In contrast, the predominant occupancy of trimethylated histone H3K9 (H3K9me3) or trimethylated histone H3K27 at the promoter region is correlated with transcriptional silencing (24, 25). Histone lysine methyltransferases (KMTs) and histone demethylases (KDMs) determine the methylation status and have been implicated in osteogenic differentiation (26, 27). KMTs associated with repressive histone marks, such as H3K9-specific Setdb1 and G9a as well as H3K27-specific Ezh2, inhibit osteogenic differentiation, but their counteracting KDMs, including UTX and KDM4B, promote osteogenesis (28, 29, 30, 31, 32). In contrast, enzymes involved in the deposition and displacement of active histone marks have opposite effects on osteogenic differentiation. PHF20, an H3K4-specific KMT, promotes osteogenesis, but H3K4-specific KDMs, such as LSD1, KDM5A, and KDM5B, inhibit the osteogenic differentiation of MSCs (33, 34, 35).

MLL1, also known as KMT2A and a human homolog of yeast COMPASS/Set1, is a member of the mixed-lineage leukemia family of KMTs and mediates the deposition of H3K4me3 at the promoter of developmental regulators such as *Hox* genes (36, 37). The functions of MLL1 during embryonic and postnatal development have been highlighted in studies using KO mice, in which MLL1 is required for the definitive hematopoiesis and the maintenance of somatic stem cells such as adult hematopoietic stem cells, intestinal stem cells, postnatal neural stem cells (NSCs), and muscle satellite cells (38, 39, 40, 41, 42, 43). In addition, MLL1 has been implicated in the regulation of lineage-specific differentiation because it regulates the adipogenic differentiation of C3H10T1/2 MSCs and myogenic differentiation of C2C12 myoblast cells (43, 44). Although the molecular mechanisms underlying gene-specific transcriptional regulation by MLL1 are not fully understood, it is believed that MLL1 exerts its functions through interactions with sequence-specific DNA-binding transcription factors, such as Pax7 and nuclear factor I B (NFIB) (40, 44).

The NFIB is a member of the NFI family of proteins (NFIA, NFIB, NFIC, and NFIX) and functions as a DNA-binding transcription factor (45). Members of the NFI family are expressed ubiquitously but highly prominent in embryonic stem cells and progenitor cells within the central nervous system and skeletomuscular tissue (46). Studies have suggested that the NFIs play important roles during stem cell development and lineage-specific differentiation (47, 48). NFIA and NFIB regulate adipogenic differentiation by targeting key adipogenic genes such as *Pparg* and *Cebpa* in C2C12 myoblast cells, 3T3-L1 preadipocytes, and C3H10T1/2 MSCs (44, 49, 50). In contrast, NFIC inhibits adipogenic gene expression and instead targets *Osx* to regulate osteogenic differentiation (51, 52). In addition, NFIX has been implicated in myogenesis during development and regeneration (53, 54). Despite their important roles in lineage-specific differentiation, the understanding of the molecular mechanisms through which NFIs regulate lineage-specific transcription programs is limited. On the other hand, NFIB has recently been reported to form a functional complex with epigenetic factors such as MLL1 KMT and KDM4D KDM to regulate the adipogenic differentiation of C3H10T1/2 MSCs (44).

This study investigated the roles of NFIB and its interacting MLL1 in the osteogenic differentiation of C3H10T1/2 MSCs. The depletion of NFIB or knockdown of MLL1 resulted in severely inhibited differentiation, which could be rescued by the exogenous expression of Myc-Dlx5 but not by activating the Wnt- or BMP-signaling pathways. Furthermore, the NFIB–MLL1 complex targeted critical developmental genes, such as *Dlx5* and *Cebpa,* and helped establish the chromatin landscape consisting of H3K4me3/H3K9me3 in uncommitted C3H10T1/2 MSCs, which is likely to maintain MSCs in a ‘paused for responsive’ state until the relevant environmental signal is reached. Overall, these findings support the idea of epigenetic control in MSC maintenance and plasticity.

## Results

### NFIB–MLL1 complex is required for the osteogenic differentiation of C3H10T1/2 MSCs

In our previous study, we reported that NFIB interacts with the MLL1 KMT complex and KDM4D KDM to target the key adipogenic transcription factors genes, such as *Cebpa* and *Pparg*, and regulates adipogenic differentiation of C3H10T1/2 MSCs (44). The NFIB–MLL1 complex is required for the deposition of H3K4me3 at the promoter of *Cebpa* even in undifferentiated cells, and the depletion of either NFIB (shNFIB) or MLL1 (shMLL1) resulted in the decreased expression of genes involved in adipogenic differentiation. Of particular interest, RNA-seq analysis identified *Dlx5*, a well-known osteogenic transcription factor gene, as one of those affected by the depletion of NFIB or MLL1 in C3H10T1/2 MSCs prior to adipogenic stimuli (44). Given that C3H10T1/2 MSCs have multilineage differentiation potential and depletion of NFIB or MLL1 led to decreased expression of both adipogenic regulator *Cebpa* and osteogenic factor *Dlx5* in uncommitted MSCs, we investigated whether NFIB and its interacting partners, MLL1 and KDM4D, are involved in the regulation of osteogenic differentiation of C3H10T1/2 MSCs.

We first examined the expression of the NFIB–MLL1 complex during osteogenic differentiation (Fig. S1, *A* and *B*). Unlike the increased expression during adipogenic differentiation of C3H10T1/2 MSCs (44), the expression of both NFIB and KDM4D decreased gradually following osteogenic stimuli in C3H10T1/2 MSCs (Fig. S1, *A* and *B*). On the other hand, no meaningful change in MLL1 expression was observed during the same period (Fig. S1, *A* and *B*). Next, we investigated whether the NFIB–MLL1 complex is required for the osteogenic differentiation of C3H10T1/2 MSCs. The depletion of endogenous NFIB severely hampered the osteogenic potential of MSCs (Fig. 1*A*), which is evident by the lack of calcium deposits even after 21 days of incubation in an osteogenic medium. Immunoblot and quantitative reverse transcription-PCR (RT-qPCR) analyses confirmed that the knockdown of NFIB led to inhibited or at least delayed expression of key pro-osteogenic regulators, such as Dlx5, Runx2, and Osx, but it had no significant effect on the level of anti-osteogenic regulator Msx2 (Fig. 1, *B* and *C*). In addition, the exogenous expression of FLAG-NFIB that lacks 3′ UTR targeted by shRNA restored the osteogenic potential in shNFIB cells, but the overexpression of FLAG-NFIB in the control C3H10T1/2 MSCs (shControl) failed to promote osteogenic differentiation (Fig. 1, *D* and *E*). Similarly, the knockdown of MLL1 (shMLL1) resulted in the loss of osteogenic potential in C3H10T1/2 MSCs and the inhibited or at least delayed induction of key osteogenic regulators (Fig. 1, *F*–*H*).

**Figure 1:**
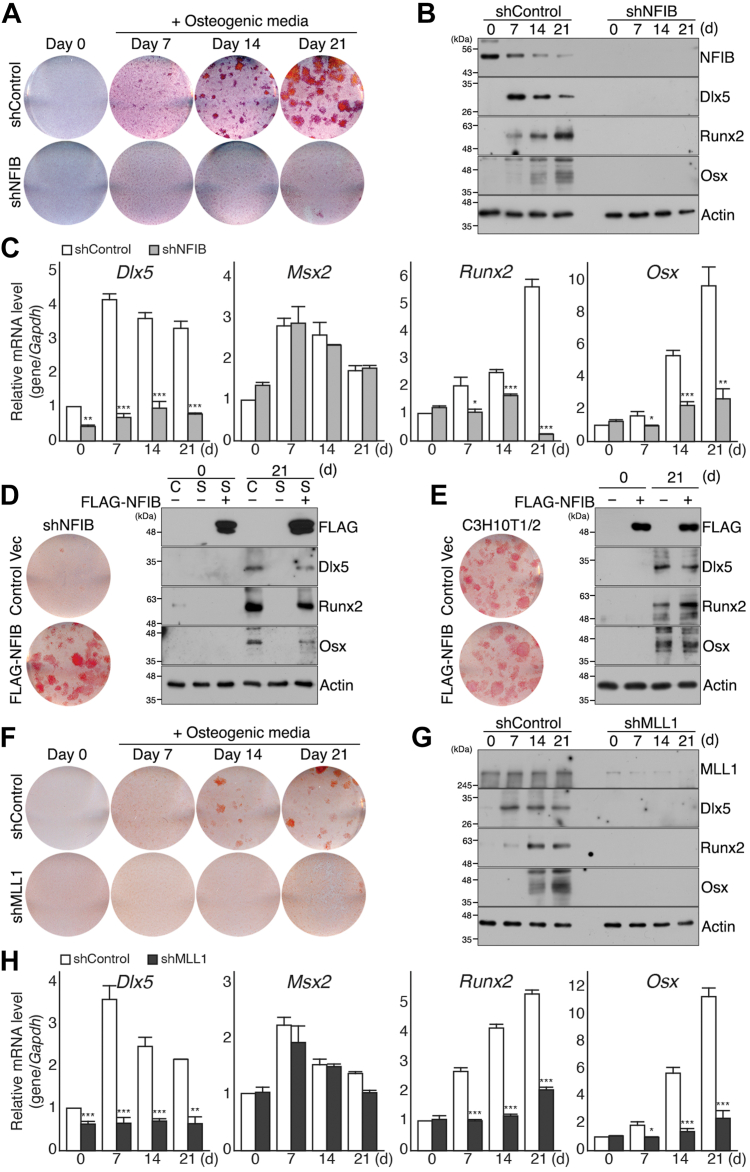
**NFIB and MLL1 are required for the osteogenic differentiation of C3H10T1/2 mesenchymal stem cells.***A*–*C*, C3H10T1/2 cells expressing control shRNA (shControl) or *Nfib* shRNA (shNFIB) were grown to confluence (day 0) and cultured in osteogenic medium containing 20 mM β-glycerophosphate, 100 μg/ml ascorbic acid 2-phosphate, and 0.1 μM dexamethasone up to 21 days. *A*, shControl and shNFIB cells were seeded into 6-well plates and cultured in an osteogenic medium. At indicated time points (0, 7, 14, and 21 days), cells were fixed and stained with Alizarin red S (ARS). Shown are representative data from at least five independent experiments. All images were obtained from a single round of experiments. *B*, immunoblot results of NFIB, Dlx5, Runx2, Osx, and Actin in shControl (*left*) or shNFIB cells (*right*). Actin was used as a loading control. Whole cell extracts (WCEs) were prepared at indicated time points (0, 7, 14, and 21 days). All images were from a single round of experiments. *C*, RT-qPCR analysis of *Dlx5*, *Msx2*, *Runx2*, and *Osx* expression in shControl (*white*) and shNFIB (*gray*) cells following osteogenic induction. For each gene, relative mRNA values were calculated as relative to shControl cells (day 0) after normalization to *Gapdh* mRNA. Data were analyzed using two-tailed Student’s *t* test and presented as mean ± SD (n = 3 independent experiments); ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 *versus* control cells in each day. *D*, shControl (C) and shNFIB (S) cells were infected with retroviruses expressing FLAG-NFIB or empty vector (control vec) and cultured in an osteogenic medium for 21 days. Shown on the *left* are ARS staining results of shNFIB cells infected with the control vector (*upper*) and retrovirus expressing FLAG-NFIB (*lower*) after 21 days. Shown on the *right* are immunoblot results of FLAG epitope, Dlx5, Runx2, Osx, and Actin in shControl, shNFIB, and shNFIB cells expressing exogenous FLAG-NFIB. WCEs were prepared before (0) and after (21) osteogenic differentiation. Actin was used as a loading control. Images shown were obtained from a single round of experiments and a representative of at least three independent experiments. *E*, overexpression of FLAG-NFIB in control C3H10T1/2 MSCs. Shown on the *left* are ARS staining results of C3H10T1/2 MSCs infected with the control vector (*upper*) or retrovirus expressing FLAG-NFIB (*lower*) after 21 days. Shown on the *right* are immunoblot results of the FLAG epitope, Dlx5, Runx2, Osx, and Actin in control cells and cells expressing FLAG-NFIB. WCEs were prepared at day 0 and day 21 following osteogenic induction. Actin was used as a loading control. All images were obtained from a single round of experiments and a representative of at least three independent experiments. *F–H*, C3H10T1/2 MSCs expressing control shRNA (shControl) or *Mll1* shRNA (shMLL1) were cultured until confluence (day 0), and cells were then induced into osteogenic differentiation for 21 days. *F*, ARS staining results of shControl (*upper*) and shMLL1 cells (*lower*). Cells were fixed and stained before (day 0) and after (day 7, 14, and 21) osteogenic induction. Shown are the representative data of at least five independent experiments and all images were from a single round of experiments. *G*, immunoblot results of MLL1, Dlx5, Runx2, Osx, and Actin (loading control) in shControl (*left*) or shMLL1 cells (*right*) at indicated time points (0, 7, 14, and 21 days). The images were obtained from a single round of experiments and a representative of at least three independent experiments. *H*, RT-qPCR analysis of *Dlx5*, *Msx2*, *Runx2*, and *Osx* in shControl (*white*) and shMLL1 (*dark gray*) cells. For each gene, relative mRNA values were calculated as relative to shControl cells (day 0) following normalization to *Gapdh*. Data were analyzed using a two-tailed Student’s *t* test and presented as the mean ± SD (n = 3 independent experiments); ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 *versus* control cells in each day. MSC, mesenchymal stem cell; RT-qPCR, quantitative reverse transcription-PCR.

In addition to impaired osteogenic and adipogenic differentiation potentials, the depletion of NFIB or MLL1 appeared to affect the myogenic potential of MSCs because activation of myogenic regulatory factors, such as *Myod1* and *Myogenin*, was not observed in either shNFIB or shMLL1 cells following myogenic stimuli (Fig. S2). On the other hand, the depletion of KDM4D, which resulted in inhibited adipogenic differentiation, had no significant effects on the osteogenic differentiation of MSCs and led to the increased expression of myogenic regulatory factors following myogenic stimuli (Figs. S2 and S3). Of particular interest, despite the significant impacts on the lineage-specific differentiation potential, the depletion of NFIB or MLL1 had little effect on the proliferation of C3H10T1/2 MSCs (Fig. S4). Overall, these data demonstrate that the NFIB–MLL1 complex is necessary for C3H10T1/2 MSCs to maintain the multilineage differentiation potential, whereas KDM4D KDM might function differently in lineage-specific differentiation pathways.

### NFIB–MLL1 complex targets Dlx5 to regulate osteogenic differentiation in C3H10T1/2 MSCs

We next investigated whether pro-osteogenic transcription factor genes, such as *Dlx5*, *Runx2*, and *Osx*, are targeted directly by the NFIB–MLL1 complex in C3H10T1/2 MSCs (Fig. 2*A*). Chromatin immunoprecipitation (ChIP) analysis showed that both NFIB and MLL1 were enriched at the *Dlx5* promoter but not at a distal region of the *Dlx5* gene in the control MSCs (Fig. 2*B*, *left*). Of particular interest, enrichments at the *Dlx5* promoter were observed not only in cells undergoing osteogenic differentiation but also in uncommitted cells (Fig. 2*B*, *left*). On the other hand, no meaningful binding of the NFIB–MLL1 complex was observed at genes involved in the later stages of osteogenic differentiation, such as *Runx2* and *Osx* (Fig. 2*B*, *middle* and *right*).

**Figure 2:**
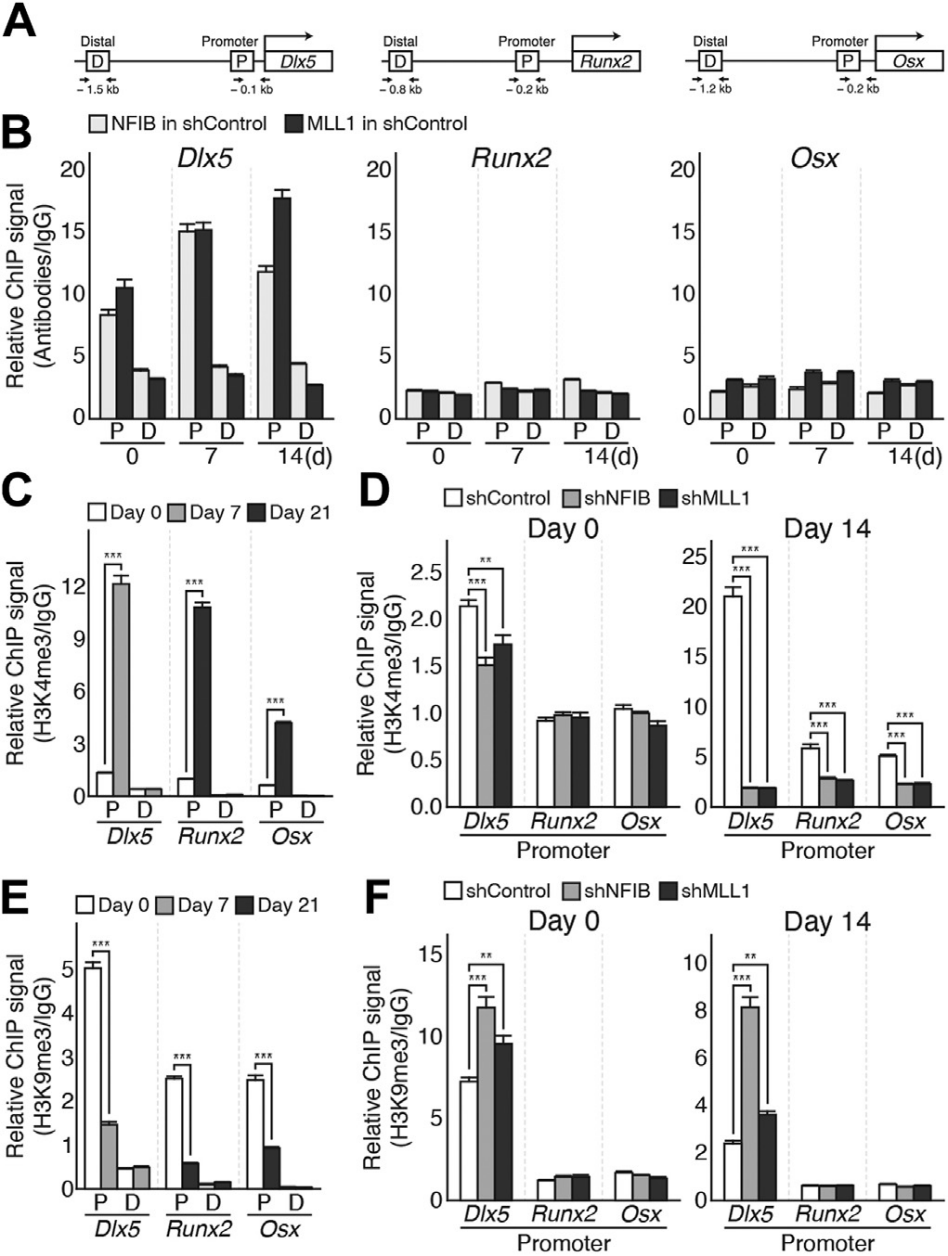
**NFIB/MLL1 complex targets Dlx5 to regulate the osteogenic differentiation of C3H10T1/2 MSCs.***A*, schematic representation of regions of *Dlx5*, *Runx2*, and *Osx* genes analyzed by ChIP-qPCR. P: promoter, D: distal region *B*, ChIP-qPCR analysis of NFIB (*light gray*) and MLL1 (*dark gray*) occupancies at the promoter (P) and distal region (D) of *Dlx5*, *Runx2*, and *Osx* genes in control C3H10T1/2 (shControl) cells. Chromatins were prepared from cells before (day 0)/after osteogenic induction (day 7 and 14) and then incubated with anti-NFIB, anti-MLL1, or IgG antibodies. Data were presented as mean ± SEM (n = 6 independent experiments). *C*, ChIP-qPCR analysis of trimethylated H3K4 (H3K4me3) enrichments at the promoter (P) and distal region (D) of *Dlx5*, *Runx2*, and *Osx* genes during osteogenic differentiation. Chromatins prepared at indicated time points (day 0, *white*; day 7, *gray*; day 21, *dark gray*) were subjected to immunoprecipitation with anti-H3K4me3 antibody or IgG. Data were analyzed using a two-tailed Student’s *t* test and presented as mean ± SEM (n = 3 independent experiments); ∗∗∗*p* < 0.001 *versus* day 0 of each locus. *D*, ChIP-qPCR analysis of H3K4me3 enrichments at the promoters of *Dlx5*, *Runx2*, and *Osx* in shControl (*white*), shNFIB (*gray*), and shMLL1 (*dark gray*) cells. Chromatins were prepared from cells before (day 0, *left*) and after osteogenic induction (day 14, *right*) and then immunoprecipitated with anti-H3K4me3 antibody or IgG. The data were analyzed using two-way ANOVA with Dunnett’s post hoc test (n = 6 independent experiments) and presented as mean ± SEM; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 *versus* shControl in each locus. *E*, ChIP-qPCR analysis of H3K9me3 changes at the *Dlx5*, *Runx2*, and *Osx* loci (P: promoter, D: distal region) during osteogenic differentiation of control C3H10T1/2 MSCs. Chromatins prepared at indicated time points (day 0, *white*; day 7, *gray*; day 21, *dark gray*) were immunoprecipitated with anti-H3K9me3 antibody or IgG. Data were analyzed using a two-tailed Student’s *t* test and presented as mean ± SEM (n = 3 independent experiments); ∗∗∗*p* < 0.001 *versus* day 0 of each locus. *F*, ChIP-qPCR analysis of H3K9me3 enrichments at the promoter and distal regions of *Dlx5*, *Runx2*, and *Osx* in shControl (*white*), shNFIB (*gray*), and shMLL1 (*dark gray*) cells during osteogenic differentiation. Immunoprecipitations were carried out using the chromatins prepared from cells before (day 0, *left*) and after osteogenic induction (day 14, *right*) with indicated anti-H3K9me3 or IgG antibodies. Data were analyzed using two-way ANOVA with Dunnett’s post hoc test (n = 6 independent experiments) and presented as mean ± SEM; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 *versus* shControl in each locus. For the relative ChIP signal described in (*B*–*F*), the percentage input (% input) was calculated for each sample and then presented as antibody signal (% input) divided by IgG signal (% input). ChIP, chromatin immunoprecipitation; H3K4me3, trimethylated histone H3K4; H3K9me3, trimethylated histone H3K9; MSC, mesenchymal stem cell.

We next examined the occupancy of H3K4me3 at the promoter of osteogenic regulator genes because MLL1 is a core component of the MLL1 KMT complex that mediates H3K4me3 (Fig. 2, *C* and *D*). As expected, the H3K4me3 levels at the promoter of *Dlx5*, *Runx2*, and *Osx* were increased markedly in the control MSCs (shControl) following osteogenic stimuli (Fig. 2*C*). On the other hand, such increases were not observed in either shNFIB cells or shMLL1 cells (Fig. 2*D*, *right*). Interestingly, H3K4me3 levels at the *Dlx5* promoter were modestly but meaningfully lower in shNFIB and shMLL1 cells than those measured in shControl cells, which suggests that the NFIB–MLL1 complex may target the *Dlx5* promoter, even in uncommitted MSCs (Fig. 2*B*, *left*, and Fig. 2*D*, *left*).

The promoters of adipogenic regulator genes, such as *Cebpa* and *Pparg*, are marked by both active H3K4me3 and repressive H3K9me3 in C3H10T1/2 MSCs, and the depletion of NFIB or MLL1 disrupts the balance between those two histone modifications (44, 45). Hence, we tested whether the depletion of the NFIB–MLL1 complex affects the level of H3K9me3 at osteogenic regulator genes. As shown in Figure 2*E*, the level of H3K9me3 at the promoter of osteogenic regulator genes decreased following osteogenic stimuli, which appeared to be inversely correlated with the level of H3K4me3. Surprisingly, the levels of H3K9me3 at the *Dlx5* promoter in shNFIB and shMLL1 cells were significantly higher than in shControl cells, and these elevated H3K9me3 were observed even before osteogenic stimuli (Fig. 2*F*, *left*). In contrast, no significant changes were detected at the promoters of *Runx2* and *Osx* in shNFIB and shMLL1 cells (Fig. 2*F*). These data suggest that the NFIB–MLL1 complex directly targets the *Dlx5* promoter and deposits active chromatin marks, H3K4me3, which might be critical for maintaining the osteogenic potential of C3H10T1/2 MSCs.

### Exogenous expression of Dlx5 restores osteogenic potential in cells depleted of either NFIB or MLL1

We next tested whether the exogenous expression of Dlx5 would be sufficient to restore osteogenic potential in shNFIB and shMLL1 cells to confirm that defective osteogenic differentiation is directly related to the failed activation of Dlx5 upon osteogenic stimuli (Fig. 3). Indeed, strong Alizarin Red S (ARS) staining observed in both shNFIB and shMLL1 cells suggested that they could respond to osteogenic stimuli when infected with retrovirus expressing Myc-Dlx5 (Fig. 3, *A* and *D*). Immunoblot and RT-qPCR analyses confirmed that replenishing Dlx5 was sufficient for shNFIB (Fig. 3, *B* and *C*) and shMLL1 cells to regain osteogenic potential (Fig. 3, *E* and *F*). Of note, the exogenous expression of Myc-Dlx5 appeared to regulate Runx2 expression positively in undifferentiated MSCs, which aligns with previous reports (15, 18) (Fig. 3, *C* and *F*, *left*). These results demonstrate that the function of the NFIB–MLL1 complex in osteogenic differentiation is, at least in part, associated with its ability to control Dlx5 expression.

**Figure 3:**
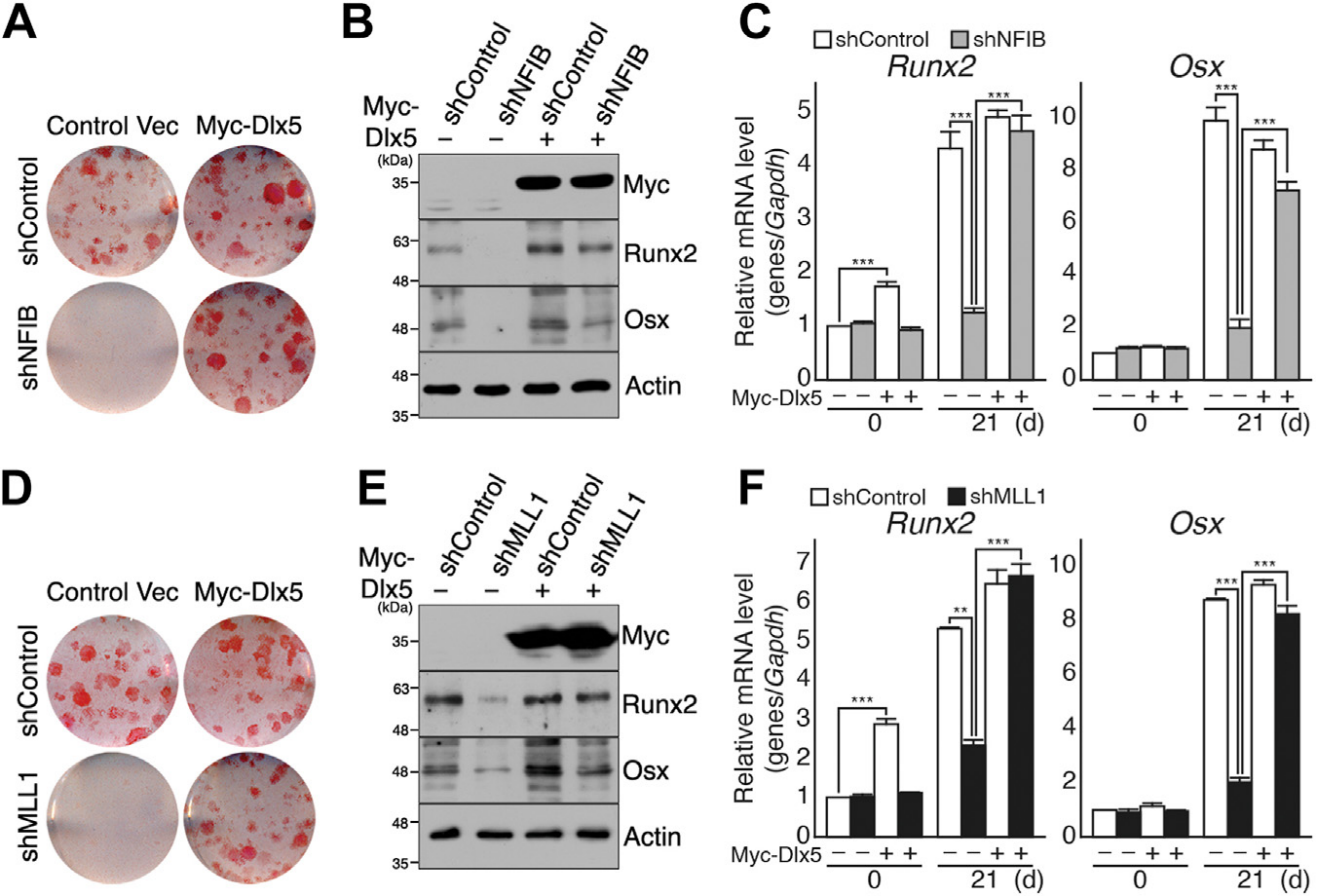
**Exogenous expression of Myc-Dlx5 rescues osteogenic defects in shNFIB and shMLL1 cells.***A–C*, shControl and shNFIB cells were infected with retroviruses expressing Myc-Dlx5 or empty vector (Control Vec) and then incubated in osteogenic medium containing 20 mM β-glycerophosphate, 100 μg/ml ascorbic acid 2-phosphate, and 0.1 μM dexamethasone for 21 days. *A*, ARS staining results of shControl (*upper*) and shNFIB cells (*lower*), infected with empty vector (*left*) or retrovirus expressing Myc-Dlx5 (*right*). Shown are representative data of at least five independent experiments and all images were from a single round of experiments. *B*, immunoblot results of Myc epitope, Runx2, Osx, and Actin in shControl and shNFIB cells, both of which were infected with empty vector (−) or retrovirus expressing Myc-Dlx5 (+). Actin was used as a loading control. The images shown were obtained from a single experiment and a representative of at least three independent experiments. *C*, RT-qPCR analysis of *Runx2* and *Osx* mRNAs to assess osteogenic differentiation in shControl (*white*) and shNFIB (*gray*) cells with or without exogenous Myc-Dlx5. The relative mRNA values for each gene were calculated as relative to the shControl cells (Day 0) after normalization to *Gapdh*. The data were analyzed using two-way ANOVA with Dunnett’s post hoc test (n = 3 independent experiments) and presented with mean ± SD. ∗∗∗*p* < 0.001. *D–F*, shControl and shMLL1 cells were infected with retroviruses expressing Myc-Dlx5 or empty vector. Infected cells were grown to confluence (day 0), and then osteogenic differentiation was induced by incubating in the presence of 20 mM β-glycerophosphate, 100 μg/ml ascorbic acid 2-phosphate, and 0.1 μM dexamethasone for 21 days (day 21). Osteogenic differentiation was assessed by ARS staining (*D*), immunoblotting (*E*), and RT-qPCR analysis (*F*). *D*, ARS staining results of shControl (*upper*) and shMLL1 cells (*lower*), infected with empty vector (*left*) or retrovirus expressing Myc-Dlx5 (*right*). The representative data of at least five independent experiments are shown, and all images were from a single round of experiments. *E*, immunoblot results of Myc epitope, Runx2, Osx, and Actin in shControl and shMLL1 cells, both of which were infected with an empty vector (−) or retrovirus expressing Myc-Dlx5 (+). Actin was used as a loading control. Images shown were obtained from a single round of experiments and a representative of at least three independent experiments. *F*, RT-qPCR analysis of *Runx2* and *Osx* mRNAs in shControl (*white*) and shMLL1 (*dark gray*) cells with or without exogenous Myc-Dlx5. For each gene, relative mRNA levels were calculated as relative to the shControl cells (day 0) after normalization to *Gapdh*. The data were analyzed using two-way ANOVA with Dunnett’s post hoc test (n = 3 independent experiments) and presented with mean ± SD. ∗∗*p* < 0.05, ∗∗∗*p* < 0.001. ARS, Alizarin Red S; RT-qPCR, quantitative reverse transcription-PCR.

### Pro-osteogenic signals failed to rescue osteogenic defects in cells depleted of NFIB or MLL1

Dlx5 is one of the earliest working transcription factors that functions at the commitment and initiation stage of osteogenic differentiation for its immediate and robust expression following pro-osteogenic Wnt/BMP signals (55, 56). Because both pro-osteogenic signals and the NFIB–MLL1 complex regulate Dlx5 expression, we examined whether the activation of pro-osteogenic Wnt- or BMP-signaling pathway could override defects in osteogenic differentiation in shNFIB and shMLL1 cells (Fig. 4). As expected, the exogenous expression of a constitutively active β-catenin mutant (S37A) (Fig. 4, *A* and *B*) or treatment with 25 mM of lithium chloride (Fig. 4, *C* and *D*), which are well-established ways to activate the Wnt signaling pathway in cells, promoted osteogenic differentiation of control MSCs, as shown by the stronger ARS staining and higher expression of the key osteogenic regulators in cells with Wnt-activating treatment (Fig. 4, *A*–*D*). On the other hand, despite marked increases in *Ccnd1* expression following Wnt-activating treatments, no meaningful changes were observed in either shNFIB or shMLL1 cells (Fig. 4, *A* and *B*). Similarly, the control MSCs exhibited accelerated osteogenic differentiation in the presence of recombinant BMP2, but the same treatment failed to overcome the osteogenic defects in shNFIB and shMLL1 cells (Fig. 4, *E* and *F*). More importantly, unlike Dlx5 showing dramatic increases in expression by activation of the Wnt/BMP signaling pathways, these pro-osteogenic stimuli had no significant effects on the steady-state mRNA level of either *Nfib* or *Mll1*, suggesting that the NFIB–MLL1 complex may function independently from the Wnt/BMP signaling pathways in osteogenic differentiation of C3H10T1/2 MSCs (Fig. 4*G*). We also examined whether inhibition of the Wnt signaling pathway, which can be achieved by treatment with an NSC668063, a *Dvl* inhibitor, or the exogenous expression of FLAG-Axin1 rescues adipogenic defects in shNFIB and shMLL1 cells (Fig. S5). Inhibition of the Wnt signaling pathway led to increased amounts of lipid droplets (Fig. S5, *A* and *C*) as well as the expression of key adipogenic markers, such as *Cebpa*, *Pparg*, and *Fabp4*, suggesting positive regulation of adipogenic differentiation in C3H10T1/2 MSCs (Fig. S5, *B* and *D*). On the other hand, the same treatments resulted in no meaningful restoration of the adipogenic differentiation potential in shNFIB or shMLL1 cells (Fig. S5). These results suggest that the functions of the NFIB–MLL1 complex may be to maintain the stemness and plasticity of the MSCs rather than regulate differentiation into a specific lineage.

**Figure 4:**
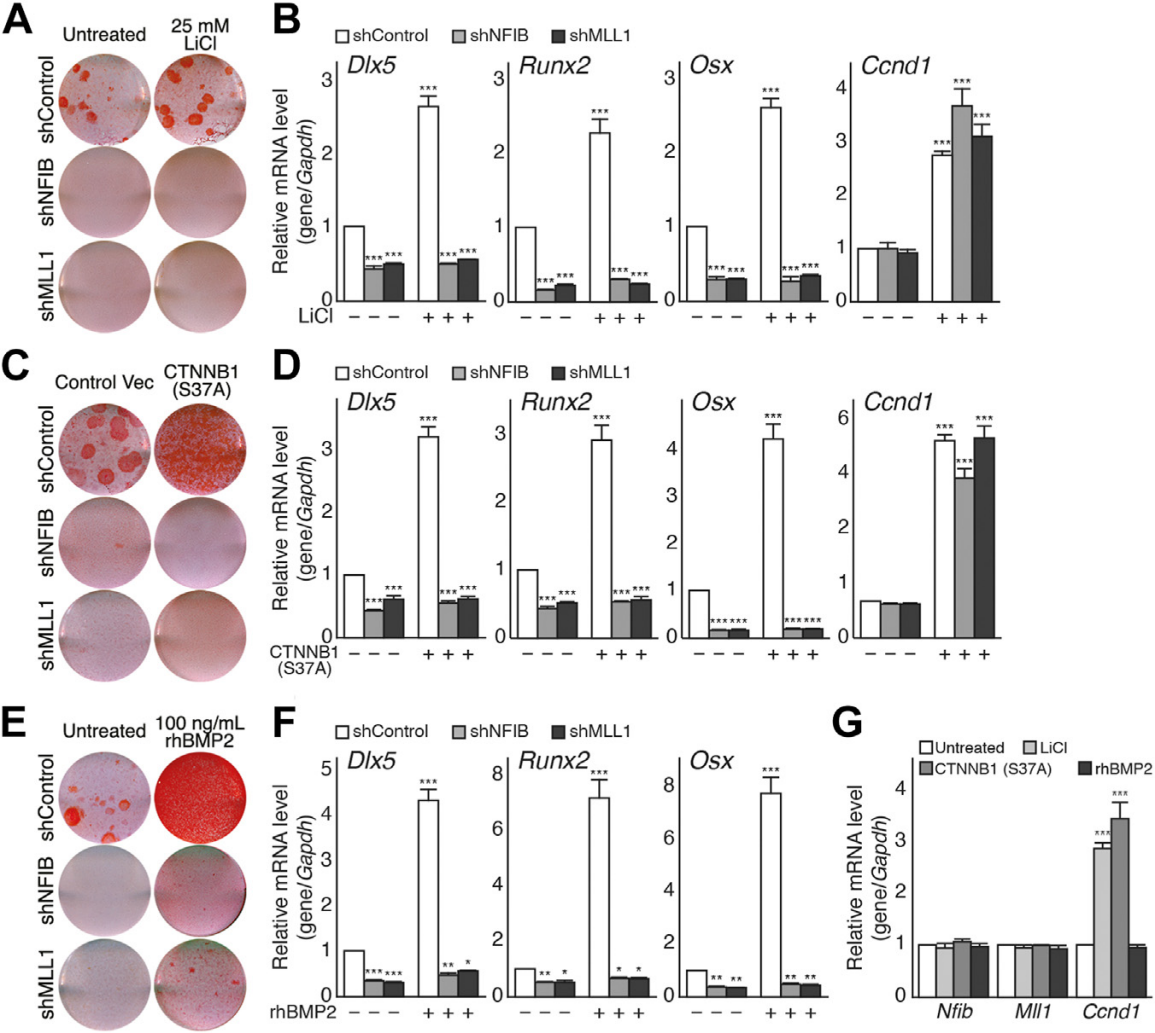
**Wnt- or BMP-signaling activation fails to overcome the osteogenic defects in shNFIB and shMLL1 cells.***A* and *B*, shControl, shNFIB, and shMLL1 cells were treated with 25 mM of LiCl for 24 h and further incubated in an osteogenic medium containing 20 mM β-glycerophosphate, 100 μg/ml ascorbic acid 2-phosphate, and 0.1 μM dexamethasone for 14 days. *A*, ARS staining results of untreated cells (*left*) and LiCl-treated cells (*right*) after 14 days of incubation in an osteogenic medium; shControl (*top*), shNFIB (*middle*), and shMLL1 (*bottom*). *B*, RT-qPCR results of *Dlx5*, *Runx2*, *Osx,* and *Ccnd1* in shControl (*white*), shNFIB (*gray*), and shMLL1 (*dark gray*) cells. The mRNA level of cyclin D1 (*Ccnd1*) was measured to confirm the activation of the Wnt-signaling pathway. For each gene, relative mRNA levels were calculated as relative to untreated (−) shControl cells after normalization to *Gapdh*. *C* and *D*, shControl, shNFIB, and shMLL1 cells were infected with retrovirus expressing a constitutively active mutant of β-catenin (CTNNB1, S37A) or control vector and then cultured in an osteogenic medium for 14 days. *C*, ARS staining results of shControl (*top*), shNFIB (*middle*), and shMLL1 (*bottom*) cells infected with empty retroviral vector (*left*) or retrovirus expressing a mutant CTNNB1 (S37A) (*right*). *D*, RT-qPCR results of *Dlx5*, *Runx2*, *Osx,* and *Ccnd1* in shControl (*white*), shNFIB (*gray*), and shMLL1 (*dark gray*) cells. The mRNA levels of cyclin D1 (*Ccnd1*) were measured to monitor Wnt-signaling activation. For each gene, relative mRNA levels were calculated as relative to the shControl cells infected with empty vector (−) following normalization to *Gapdh*. *E* and *F*, shControl, shNFIB, and shMLL1 cells were cultured in osteogenic media with or without 100 ng/ml of recombinant human BMP2 (rhBMP2) for 14 days. *E*, ARS staining results of untreated (*left*) or rhBMP2-treated (*right*) shControl (*top*), shNFIB (*middle*), and shMLL1 (*bottom*) cells after 14 days of osteogenic induction. *F*, RT-qPCR results of *Dlx5*, *Runx2*, and *Osx* in shControl (*white*), shNFIB (*gray*), and shMLL1 (*dark gray*) cells. For each gene, relative mRNA levels were calculated as relative to untreated shControl cells (−) following normalization to *Gapdh*. For (*B*, *D*, and *F*), data were analyzed using two-way ANOVA with Dunnett’s post hoc test (n = 3 independent experiments) and presented with mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 *versus* untreated/empty vector–infected shControl cells (−). *G*, C3H10T1/2 cells were treated with 25 mM of LiCl (*light gray*), infected with retrovirus expressing constitutively active mutant of β-catenin (S37A), or cultured in the presence of 100 ng/ml rhBMP2 (*dark gray*). Shown are the RT-qPCR results of *Nfib*, *Mll1*, and *Ccnd1* after 14 days of incubation in an osteogenic medium. For each gene, data were analyzed using two-way ANOVA with Dunnett’s post hoc test (n = 3 independent experiments) and presented with mean ± SD. ∗∗∗*p* < 0.001 *versus* untreated shControl cells (*white*). ARS, Alizarin Red S; LiCl, lithium chloride; RT-qPCR, quantitative reverse transcription-PCR.

### NFIB–MLL1 complex contributes to the chromatin landscape in uncommitted C3H10T1/2 MSCs

Previous results suggested that the functions of the NFIB–MLL1 complex are likely to be related to its DNA binding and histone modification activities (Fig. 2) (44). Therefore, we next conducted ChIP-sequencing (ChIP-seq) analysis using the control C3H10T1/2 MSCs and cells expressing specific shRNAs (shNFIB and shMLL1) to explore the direct targets of NFIB and examine the genome-wide colocalization of NFIB and MLL1 (Figs. 5 and S6). In the uncommitted control C3H10T1/2 MSCs, 32,934 NFIB binding peaks were identified. Among those 32,934 peaks, 9185 peaks were located at the promoter region (within ± 3 kb from TSSs) and 6849 NFIB peaks out of those 9185 peaks were enriched at the proximal promoter region (within ± 1 kb from TSSs) (Figs. 5*A* and S6*A*).

**Figure 5:**
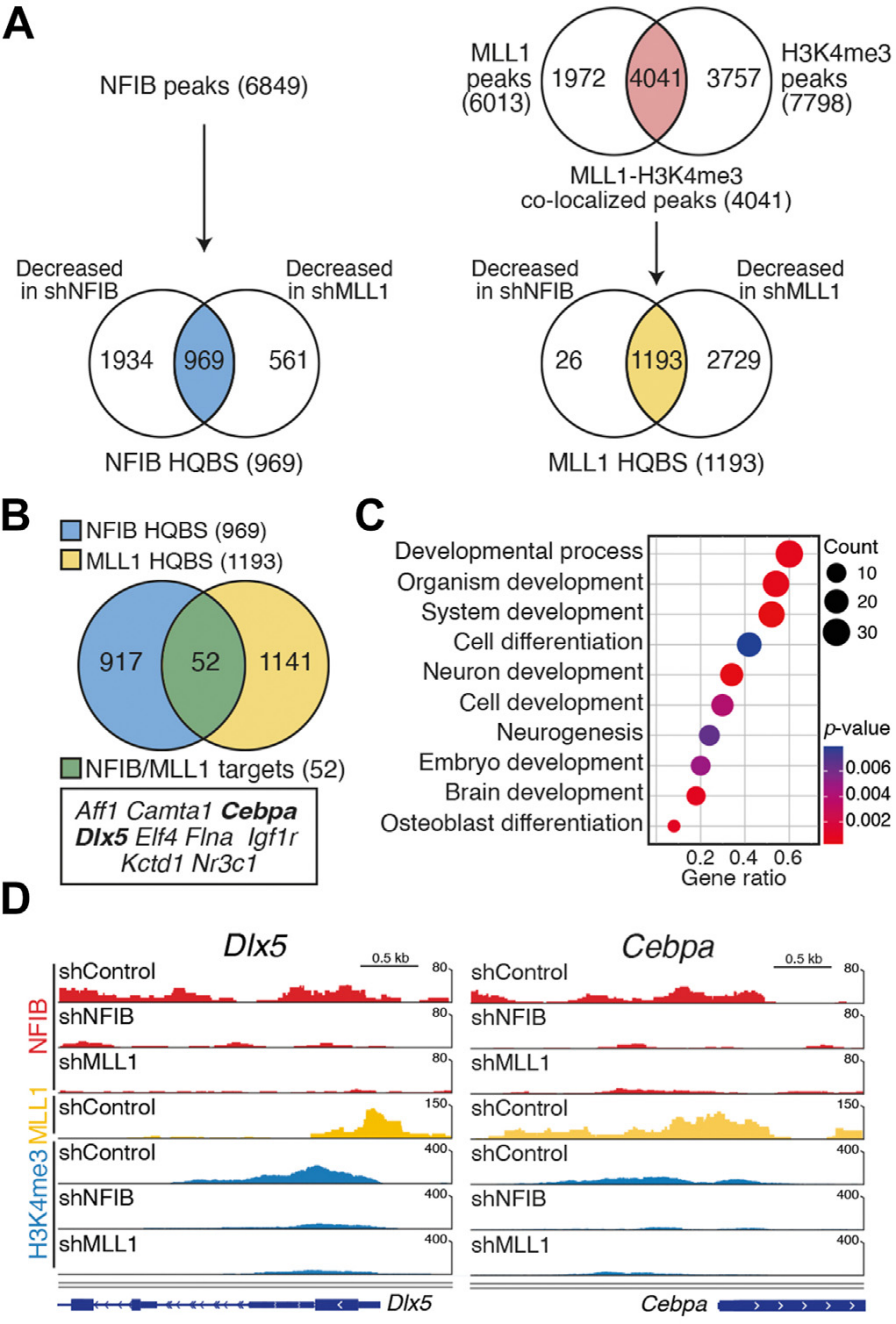
**NFIB/MLL1 complex targets developmental genes in uncommitted C3H10T1/2 MSCs.***A*, flowchart showing the processes for identifying NFIB high-quality binding sites (HQBS, *left*) and MLL1 HQBS (*right*) from ChIP-seq peak-call analysis. The Venn diagram on the *lower left* shows NFIB HQBS (n = 969, *blue*), which are the NFIB peaks affected by NFIB or MLL1 depletion in C3H10T1/2 MSCs. The Venn diagram on the *upper right* shows MLL1-H3K4me3 colocalized peaks (n = 4,041, *red*) that are included in both 6013 MLL1 peaks and 7798 H3K4me3 peaks identified in uncommitted MSCs. The Venn diagram on the *lower right* shows MLL1 HQBS (n = 1,193, *yellow*), which are MLL1-H3K4me3 colocalized peaks affected by NFIB or MLL1 knockdown. *B*, Venn diagram (*upper*) shows NFIB/MLL1 targets (n = 52, green), commonly included in 969 NFIB HQBS and 1193 MLL1 HQBS. The *lower box* shows a list of representative transcription factor genes including *Cebpa* and *Dlx5*. *C*, gene ontology (GO) classification showing the biological process (BP) terms of NFIB/MLL1 targets (n = 52). The size of bubble indicates the number of genes. Color depth indicates significance (*p* < 0.05). The x-axis represents enrichment abundance (hit genes/populated genes) and the y-axis shows different GO terms. *D*, Interactive Genomics Viewer (IGV) genome browser snapshots of *Dlx5* (*left*) and *Cebpa* (*right*) showing tracks of NFIB (*red*), MLL1 (*yellow*), and H3K4me3 (*blue*) ChIP-seq tag counts in shControl, shNFIB, and shMLL1 cells before osteogenic induction. ChIP, chromatin immunoprecipitation; ChIP-seq, ChIP-sequencing; H3K4me3, trimethylated histone H3K4; MSC, mesenchymal stem cell.

The genome-wide impact of NFIB or MLL1 depletion on NFIB occupancy in C3H10T1/2 MSCs was analyzed (Fig. 5*A*). As a result, 2903 and 1530 peaks of 6849 NFIB-binding peaks were affected by NFIB or MLL1 knockdown, respectively (Fig. 5*A*. *left* and Fig. S6*D*, *left*), and 969 peaks, which were designated as NFIB high-quality binding sites (HQBS), were commonly presented (Fig. 5*A*, *left*). Using similar approaches, 20,363 MLL1 binding peaks and 19,487 H3K4me3-enriched peaks were identified, of which 6013 and 7798 peaks were localized at proximal promoter region in uncommitted C3H10T1/2 MSCs, respectively (Fig. 5*A*, *right*, Fig. S6, *B* and *C*). More than 60% of the MLL1 binding peaks (4041/6013) were included in the list of H3K4me3-enriched peaks (Fig. 5*A*, *right*). Among the 4041 peaks, the depletion of NFIB or MLL1 led to a significant decrease in the H3K4me3 level at 1219 and 3922 peaks, respectively (Fig. 5*A*, *right* and Fig. S6*D*, *right*). Of note, 1193 peaks were commonly presented and designated as MLL1 HQBS (Fig. 5*A*, *right*). Finally, 52 NFIB/MLL1 direct targets listed in 969 NFIB HQBS and 1192 MLL1 HQBS were identified (Fig. 5*B*, *green* and Fig. S6*E*).

Gene ontology (GO) analysis of 52 NFIB/MLL1 direct targets (30/52) revealed a strong association with differentiation and development, such as developmental process (GO:0032502), cell differentiation (GO:0030154), neuron development (GO:0048666), and positive regulation of osteoblast differentiation (GO:0045669) (Fig. 5*C*). Surprisingly, both *Dlx5* and *Cebpa* were among those 52 NFIB/MLL1 targets (Fig. 5, *C* and *D*). Of note, GO analysis of 917 targets exclusive to NFIB HQBS (Fig. 5*B*, *blue*) identified nervous system development (GO:0007399), multicellular organism development (GO:0007275), and learning (GO:0007612) (Fig. S6*F*). On the other hand, the analysis of 1141 targets exclusive to MLL1 HQBS (Fig. 5*B*, *yellow*) failed to identify the GO terms related to differentiation and development (Fig. S6*G*). Overall, these data suggest that the functions of the NFIB–MLL1 complex in MSCs maintenance are associated with its selective targeting of developmental regulator genes such as *Dlx5* and *Cebpa* in uncommitted C3H10T1/2 MSCs.

### Osteogenic stimuli led to lineage-specific changes in NFIB binding and H3K4me3 deposition in C3H10T1/2 MSCs

Considering that osteogenic *Dlx5* and adipogenic *Cebpa* are targeted by the NFIB–MLL1 complex and enriched with H3K4me3 in uncommitted MSCs, we next investigated whether lineage-specific osteogenic stimuli affect the 52 NFIB/MLL1 direct targets differently on their NFIB occupancy and H3K4me3 deposition. Comparative ChIP-seq analysis of the 52 direct targets identified 14 genes that exhibited increased NFIB occupancy and elevated H3K4me3 deposition at the promoters following osteogenic stimuli (Fig. 6, *A* and *B*). More importantly, *Dlx5* was included in the list of 14 responsive genes, but adipogenic *Cebpa* was among those 38 nonresponsive genes (Fig. 6, *A* and *B*). These findings strongly suggest that the NFIB–MLL1 complex targets in uncommitted MSCs may respond differently to lineage-specific differentiation signals.

**Figure 6:**
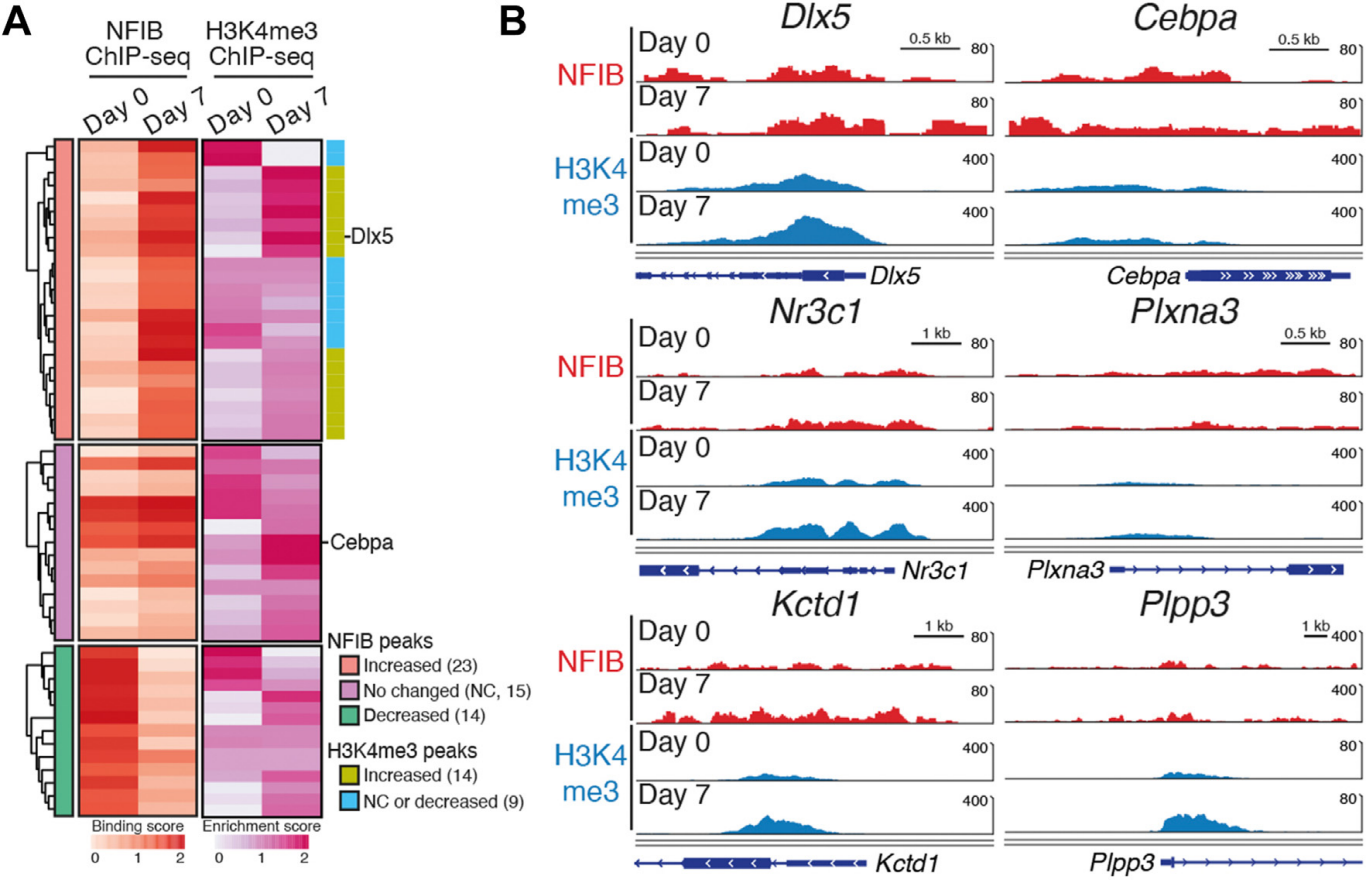
**Osteogenic stimuli lead to lineage-specific changes in NFIB binding and H3K4me3 deposition.***A*, heatmap showing 52 NFIB/MLL1 targets clustered into groups based on changes in NFIB ChIP-seq counts and H3K4me3 ChIP-seq counts in response to osteogenic stimuli (day 0 *versus* day 7). Shown on the *left* were 52 targets clustered into three groups based on NFIB ChIP-seq count changes following osteogenic stimuli: increased (n = 23, *red*), no change (n = 15, *purple*), and decreased (n = 14, *green*). A group exhibiting increased NFIB ChIP-seq counts (n = 23) was analyzed further based on changes in H3K4me3 ChIP-seq counts and presented with two different colors on the *right*: increase in H3K4me3 deposition (n = 14, *light green*) and decrease/no change (n = 9, *light blue*). The scale bar at the *bottom* of the heatmap represents the binding/enrichment score obtained using sicer2-df. *B*, IGV genome browser snapshots showing tracks of NFIB (*red*) and H3K4me3 (*blue*) peaks at representative genes demonstrating increased NFIB binding and H3K4me3 deposition in response to osteogenic stimuli (*Dlx5, Nr3c1, and Kctd1*) and genes showing no correlative increases (*Cebpa, Plxna3, and Plpp3*). ChIP, chromatin immunoprecipitation; ChIP-seq, ChIP-sequencing; H3K4me3, trimethylated histone H3K4.

### NFIB–MLL1 complex regulates lineage-specific changes in transcriptome of C3H10T1/2 MSCs

We next conducted RNA-seq analysis of six different samples (shControl, shNFIB, and shMLL1 cells at day 0 and day 7) to investigate the roles of the NFIB–MLL1 complex on the transcriptome of C3H10T1/2 cells and identify the NFIB/MLL1-dependent genes during osteogenic differentiation (Figs. 7 and S7). 

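C3H10T1/2 is a mouse mesenchymal cell line that can form bone, fat or muscle cells in culture. RNA was sequenced from 3 derivatives of this line: cells with a control short hairpin RNA (shControl), cells with a hairpin against Nfib (shNFIB) and cells with a hairpin against Kmt2a, the gene for MLL1 (shMLL1). Each was sampled before differentiation (day 0) and after 7 days in osteogenic medium (day 7), which held 20 mM β-glycerophosphate, 100 µg/ml ascorbic acid 2-phosphate and 0.1 µM dexamethasone. There was 1 library for each of the 6 conditions. A difference between any pair of conditions therefore has no replicate check, and a test on a pair of libraries compares those libraries, not the conditions.
The authors trimmed paired reads of 100 bp with Trimmomatic, aligned them to GRCm38 (mm10) with HISAT2, kept reads with a mapping quality over 30, removed PCR duplicates and counted reads per Ensembl gene with htseq-count. The deposited values are these counts, without normalization. The paper's text does not name the annotation release or the strand setting of the counting, so the counts of overlapping genes on opposite strands are uncertain. The total count was 32662704 in shControl at day 0 and 29086652 at day 7, 34774066 and 30406559 in shNFIB, and 30838517 and 21608680 in shMLL1. The paper's Table S4 gives mapped reads, from 58834569 in shMLL1 at day 7 to 82329046 in shNFIB at day 0. All values here rest on the deposited counts. Of the 55401 genes in the table, 29043 had at least 1 count.
Counts were scaled by the trimmed mean of M-values (TMM) over the 6 libraries, with factors from 0.908 in shNFIB at day 0 to 1.13 in shMLL1 at day 7, and are given as CPM, the unit of scaled counts that the paper uses. Pairs of libraries were compared with edgeR's exact test, with the paper's criteria of a fold change over 2 and a false discovery rate of 5%. With 1 library per condition the spread between cultures cannot be estimated from a pair. A biological coefficient of variation (BCV) of 0.2 was therefore assumed before the data were examined. The 95% intervals of log2 fold changes are exact Clopper-Pearson intervals of the counts in the libraries compared, and cover counting error only. A library with at most 3 counts of a gene was treated as at the floor, which is 0.0939 CPM in shControl at day 0 and 0.123 CPM in shMLL1 at day 7.
The hairpin targets were examined first. Nfib (ENSMUSG00000008575, chromosome 4 from 82290173 to 82705750) was at 116 CPM in shControl and 35.3 CPM in shNFIB at day 0, a log2 fold change of -1.72 (95% interval -1.82 to -1.62). At day 7 it was at 83.5 CPM in shControl and 8.15 CPM in shNFIB, a log2 fold change of -3.36 (-3.55 to -3.17). Kmt2a (ENSMUSG00000002028, chromosome 9 from 44803355 to 44881296, overlapped on the other strand by AC061963.1) was at 74.7 CPM in shControl and 30.9 CPM in shMLL1 at day 0, a log2 fold change of -1.27 (-1.38 to -1.16). At day 7 it was at 66.3 CPM and 34.8 CPM, a log2 fold change of -0.93 (-1.05 to -0.81). Each target was lowest in its own knockdown line at both days, but the differences of Kmt2a were not called by the exact test at this BCV. Nfib was also lower in shMLL1 than in shControl at day 0, with a log2 fold change of -0.83 (-0.91 to -0.75). All 4 NFI family genes were lower in shMLL1 than in shControl at day 0, with log2 fold changes from -1.60 to -0.83. At day 7 no NFI family gene, Nfib included, was below -0.21 in shMLL1 against shControl. Kmt2a was higher in shNFIB than in shControl at day 7, with 0.50 (0.42 to 0.59). Neither the difference of Nfib in shMLL1 nor that of Kmt2a in shNFIB passed edgeR's quasi-likelihood test over both days with Benjamini-Hochberg adjustment. There Nfib was at -0.42 in shMLL1 (standard error 0.46, adjusted p = 0.843) and Kmt2a at 0.32 in shNFIB (0.22, adjusted p = 0.605).

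**Figure D1:**
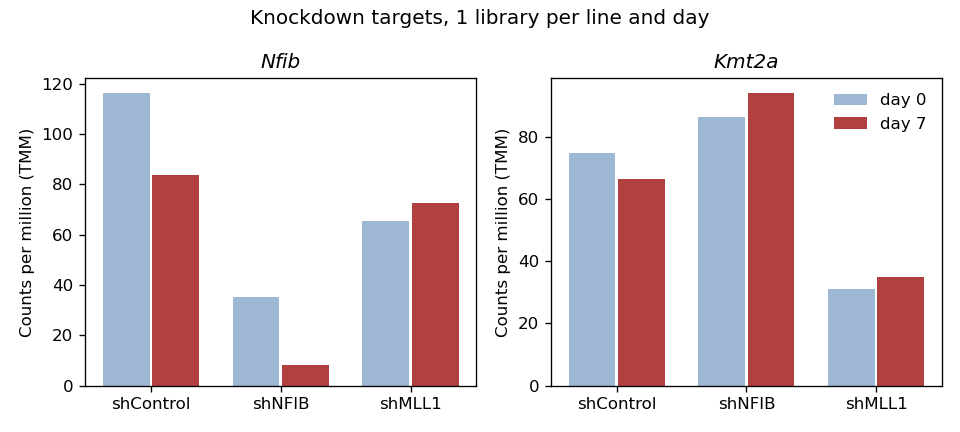
CPM of Nfib (left) and Kmt2a (right) in shControl, shNFIB and shMLL1 cells, with 1 library per bar at day 0 or day 7 and no error bars. Nfib is lowest in the shNFIB bars (35.3 and 8.15 CPM) and Kmt2a in the shMLL1 bars (30.9 and 34.8 CPM).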

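Between the shControl libraries, 2565 genes were higher and 1741 were lower at day 7 than at day 0 by the criteria of the paper, 4306 genes in all. These genes are called osteogenesis-associated genes (OAGs) from here on. The assumed BCV moved their number most. There were 321 upregulated and 188 downregulated OAGs at a BCV of 0.4, and 3371 and 2298 at 0.1. The share of upregulated genes among the OAGs was 59.6%. It was 65.4% when the libraries were scaled by their size alone, 54.3% with counts thinned to the smallest library, and 50.4% among protein-coding genes (1557 and 1532 genes), an alternative chosen after seeing the data. In GENCODE M21, 1008 of the 2565 upregulated OAGs (39.3%) and 209 of the 1741 downregulated OAGs (12.0%) are not protein-coding. Of the upregulated OAGs, 554 had at most 3 counts in shControl at day 0, so that their fitted folds depend on the prior count.
Among OAGs with at least 10 counts in both libraries, the largest rises were those of Ctla2a (12 to 39173 counts, log2 fold change 11.72, 95% interval 10.94 to 12.69), Aldh1a1 (8.51), Aldh1a7 (7.63), Agt (7.40) and Dpep1 (7.15). Ctla2a has close paralogs, and Aldh1a1 and Aldh1a7 are paralogs of each other. The filter on mapping quality could have removed reads that such genes share. Among the largest falls were those of Serpina1e (774 to 21 counts, log2 fold change -5.13, -5.84 to -4.51), Cdsn (-5.05) and Slc7a5 (-4.78), of which Serpina1e belongs to a multigene family.
The 12 osteogenic genes that the paper labels in Fig. S7A were all among the upregulated OAGs. Their median log2 fold change was 1.71 (95% interval 1.51 to 2.04). The paper labels them on its plot of these same libraries, so their place among random lists is not given as a test. Spp1, which overlaps Gm42793 on the same strand, had the largest of these changes, 2.67 (2.63 to 2.71). The smallest was that of Col1a1, 1.28 (1.26 to 1.29).
The only comparison with 3 libraries on each side sets day 7 against day 0 over the 3 lines. In edgeR's quasi-likelihood test with the line as a block and Benjamini-Hochberg adjustment, 2834 genes were higher and 2790 lower at day 7 among 16742 genes tested, on 2 residual degrees of freedom. The BCV estimated in that fit was 0.281.

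**Figure D2:**
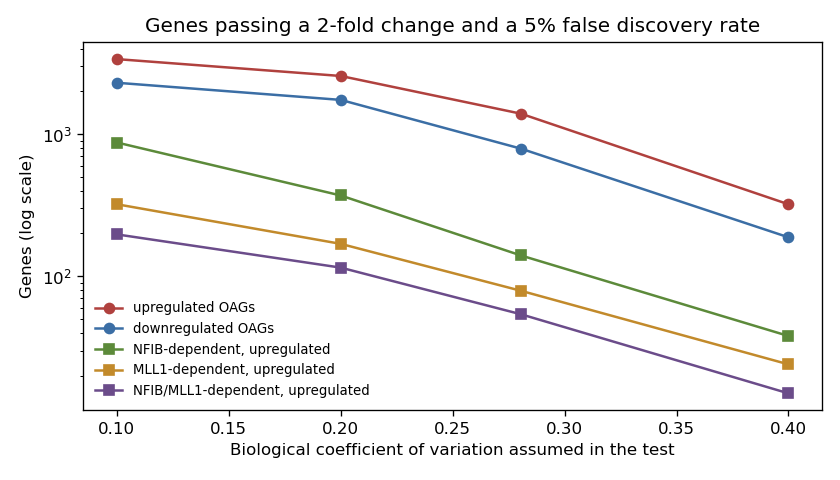
Number of genes (log scale) against the BCV assumed in the exact test, at 0.1, 0.2, the estimated 0.281 and 0.4, for up- and downregulated OAGs (circles) and for upregulated OAGs that were lower in shNFIB, in shMLL1 or in both than in shControl at day 7 (squares). Upregulated OAGs go from 3371 at 0.1 to 321 at 0.4.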

By applying the criteria of greater than a two-fold change and a false discovery rate < 0.05, 3882 differentially expressed genes (DEGs; 1962 upregulated and 1920 downregulated) following osteogenic stimuli were identified in the control C3H10T1/2 MSCs and designated as osteogenesis-associated genes (OAGs) (Fig. S7*A*). GO analysis of those 1962 upregulated OAGs identified GO terms including cell differentiation (GO:0030154), osteoblast differentiation (GO:0001649), and bone mineralization (GO:0030282) (Fig. S7*B*, *left*). On the other hand, an analysis of 1920 downregulated OAGs revealed enrichment of the genes involved in the cell cycle process (Fig. S7*B*, *right*). In addition, cluster analysis of 1962 upregulated OAGs identified 553 NFIB-dependent genes and 246 MLL1-dependent genes (Fig. 7*A*). 

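No GO annotation was used here. A list of 20 osteoblast genes stood in for the osteogenic terms. It was written from general knowledge before the counts were available, though after Data S1 had been read, and 5 of its genes are also labelled in Fig. S7A. Among the upregulated OAGs were 7 of the 18 members with at least 1 count, including Runx2, Dlx5, Alpl, Spp1, Col1a1 and Ifitm5, and Col1a2 was a downregulated OAG. Over the 15 members with enough counts for a fold change, the median log2 fold change in shControl was 1.74, at the percentile of 99.98 among the medians of 10000 random lists of equal size matched on mean expression. Its 95% interval from the order of the members was -1.01 to 2.34, since 11 members rose and the others fell. The median was 0.06 in shNFIB (percentile 63.5) and 0.29 in shMLL1 (percentile 73.3), or 0.13 in shMLL1 with its members at the floor set to their bound.
Alpl (ENSMUSG00000028766), the gene for tissue-nonspecific alkaline phosphatase, had 7 counts in shControl at day 0 and 111 at day 7, a log2 fold change of 4.03 (95% interval 2.96 to 5.40). It rose in shNFIB as well, from 8 to 215 counts, whereas shMLL1 had 0 and 2 counts. Sp7, the gene for Osterix, was near the floor throughout, with 1 count in shControl at day 0 and 7 at day 7, and no difference was detectable at this depth.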

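Cell-cycle genes were followed with lists of 43 S phase genes and 54 G2/M phase genes, all of which had enough counts. Among the downregulated OAGs were 36 of the S phase genes and 47 of the G2/M genes, and none of either list was an upregulated OAG. The median log2 fold change of the S phase list in shControl was -2.11 (95% interval -2.42 to -1.66), and that of the G2/M list was -2.76 (-2.93 to -2.42). Both medians lay at the percentile of 0 among matched random lists. The fall was present in the knockdown lines too. In shNFIB the medians were -2.69 (-3.08 to -2.08) and -3.88 (-4.21 to -3.63), and in shMLL1 they were -2.56 (-3.06 to -2.06) and -3.28 (-3.50 to -3.03). Every member of both lists was lower at day 7 than at day 0 in each of the 3 lines.

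**Figure D3:**
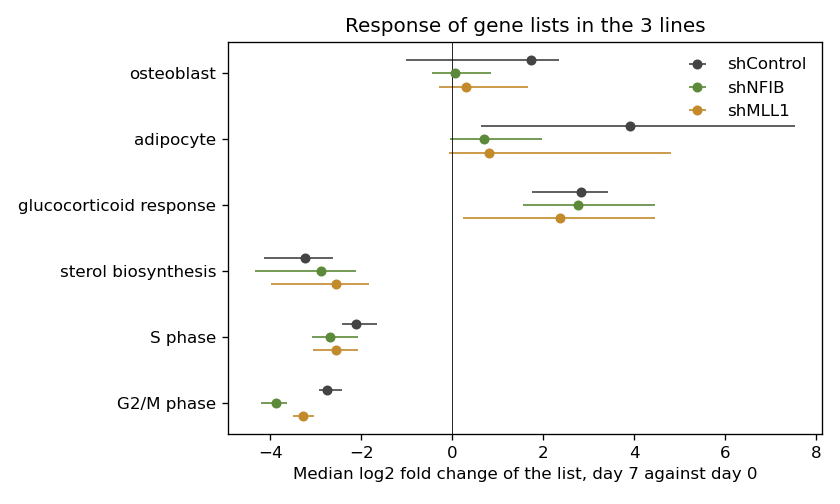
Median log2 fold change from day 0 to day 7 of 6 gene lists (points) in shControl, shNFIB and shMLL1 cells, with 95% intervals from the order of the members (lines), which describe the genes and not replicate cultures. The cell-cycle and sterol lists fall and the glucocorticoid response list rises in each line, while the osteoblast and adipocyte medians are highest in shControl (1.74 and 3.90).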

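An upregulated OAG was counted as NFIB- or MLL1-dependent when it was at least 2-fold lower in the knockdown library than in the shControl library at day 7 and passed the false discovery rate. By this rule 370 upregulated OAGs were NFIB-dependent and 169 were MLL1-dependent. The numbers were 873 and 321 at a BCV of 0.1, and 38 and 24 at 0.4. They were 551 and 249 at a BCV of 0.1 with protein-coding genes alone, which was chosen after seeing the data. The rule compares levels at day 7 and not the response. Of the 370 NFIB-dependent OAGs, 82 (22.2%, Wilson 95% interval 18.2 to 26.7) still passed the criteria for a rise from day 0 to day 7 within shNFIB. Of the 169 MLL1-dependent OAGs, 56 (33.1%, 26.5 to 40.5) did so within shMLL1. When dependence was instead taken as no call for a rise within the knockdown line, 1608 upregulated OAGs were NFIB-dependent and 866 were MLL1-dependent.
Within shNFIB, 1409 genes were called higher and 1453 lower at day 7 than at day 0, and within shMLL1 there were 3466 and 2637. Upregulated OAGs that also rose numbered 957 in shNFIB and 1699 in shMLL1, of which 789 rose in both. Over both days, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 19 genes higher and 51 lower in shNFIB than in shControl, and 2 higher and 3 lower in shMLL1. At an unadjusted p-value under 0.05 there were 2077 and 1540 genes.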

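Of the 169 upregulated OAGs that were lower in shMLL1 than in shControl at day 7, 115 were also lower in shNFIB, a share of 68.0% (Wilson 95% interval 60.7 to 74.6). With protein-coding genes alone and a BCV of 0.1, chosen after seeing the data, 163 of 249 were lower in both lines, a share of 65.5%. Among all 2565 upregulated OAGs the share that was lower in shNFIB was 14.4% (13.1 to 15.8). In the other direction, 115 of the 370 NFIB-dependent OAGs (31.1%, 26.6 to 36.0) were MLL1-dependent.
Both knockdown libraries were compared with the same shControl library, so chance values in that library enter both differences. Knockdown libraries without any change were therefore simulated 20 times against a shared control. With a BCV of 0.281 the median share was 2.50%, and with 0.4 it was 24.9% (20.9 to 28.6 over the simulations), with a median of 84 genes lower in both. With 0.1 or 0.2 no gene was called lower in both. Across the upregulated OAGs, the log2 fold changes of shNFIB and of shMLL1 against shControl at day 7 had a Pearson correlation of 0.490, against a simulated median of 0.440 (0.410 to 0.475) at a BCV of 0.2, 0.427 (0.387 to 0.454) at 0.281, 0.399 (0.374 to 0.419) at 0.4 and 0.451 (0.419 to 0.491) at 0.1. Across all genes it was 0.406, against 0.472 (0.432 to 0.490) at a BCV of 0.2. The share of upregulated OAGs that moved in the same direction in both lines was 57.5%, under the simulated 67.4% (66.4 to 68.4) at a BCV of 0.2. Genes are not independent replicates, and these correlations describe the libraries. Over pairs of differences that share no library, the correlation across all genes was 0.145 (shNFIB at day 7 with shMLL1 at day 0) and 0.135 (shNFIB at day 0 with shMLL1 at day 7). These pairs still share the shControl line. Its deviations from the day means at the 2 days had a correlation of 0.424 across genes. A lasting deviation of that line would enter both differences, so these values are not free of the shared control.

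**Figure D4:**
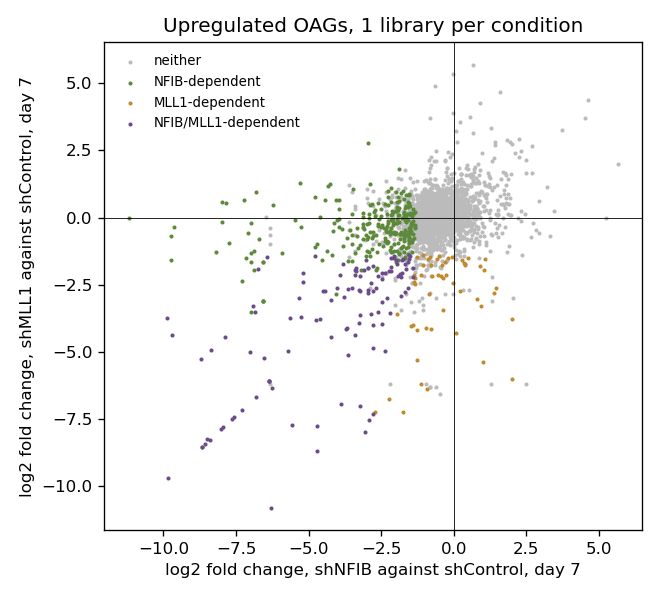
Log2 fold change of each upregulated OAG in shNFIB (x axis) and in shMLL1 (y axis) against shControl at day 7, for the 2538 OAGs with at least 10 counts in 1 of the libraries, with 1 library per condition. Purple points are the genes called lower in both, green and orange points those called lower in shNFIB or shMLL1 alone; values far below 0 belong to genes at or near 0 counts and depend on the prior count.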

Further analysis showed that 65.8% (162/246) of MLL1-dependent OAGs were NFIB-dependent (Fig. 7*A*). Importantly, both *Dlx5* and *Runx2* were among those 162 NFIB/MLL1-dependent OAGs. 

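Dlx5 (ENSMUSG00000029755, chromosome 6 of GRCm38 from 6877805 to 6882085, minus strand) had 408 counts in shControl at day 0 and 1601 at day 7, or 12.8 and 52.5 CPM. The log2 fold change was 2.04 (95% interval 1.88 to 2.20). It was at 4.43 and 3.69 CPM in shNFIB and at 4.04 and 15.9 CPM in shMLL1. At day 7 the log2 fold change against shControl was -3.83 (-4.13 to -3.55) in shNFIB and -1.72 (-1.89 to -1.56) in shMLL1. Dlx5 was already lower before differentiation, with a log2 fold change of -1.53 (-1.81 to -1.25) in shNFIB and -1.66 (-1.96 to -1.36) in shMLL1. From day 0 to day 7 it changed by -0.27 (-0.64 to 0.11) within shNFIB, where no change was detectable at this depth, and by 1.97 (1.68 to 2.28) within shMLL1, about as much as in shControl.
Runx2 (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797, minus strand, overlapped on the other strand by Runx2os1) had 1047 counts in shControl at day 0 and 3561 at day 7, or 32.8 and 117 CPM, a log2 fold change of 1.83 (1.73 to 1.93). It was at 31.4 and 30.4 CPM in shNFIB and at 32.2 and 35.3 CPM in shMLL1. Its log2 fold change against shControl at day 7 was -1.94 (-2.05 to -1.84) in shNFIB and -1.73 (-1.83 to -1.62) in shMLL1. At day 0 the differences were -0.06 (-0.19 to 0.07) and -0.03 (-0.15 to 0.10), both within counting error.
In edgeR's quasi-likelihood test over both days with Benjamini-Hochberg adjustment, the log2 fold change of Dlx5 against shControl was -2.60 (standard error 0.57, adjusted p = 0.135) in shNFIB and -1.66 (0.53, adjusted p = 0.364) in shMLL1. For Runx2 it was -1.13 (0.46, adjusted p = 0.383) and -0.94 (0.45, adjusted p = 0.600). None of these passed the threshold in that test, in which a difference that depends on the day counts as error.

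**Figure D5:**
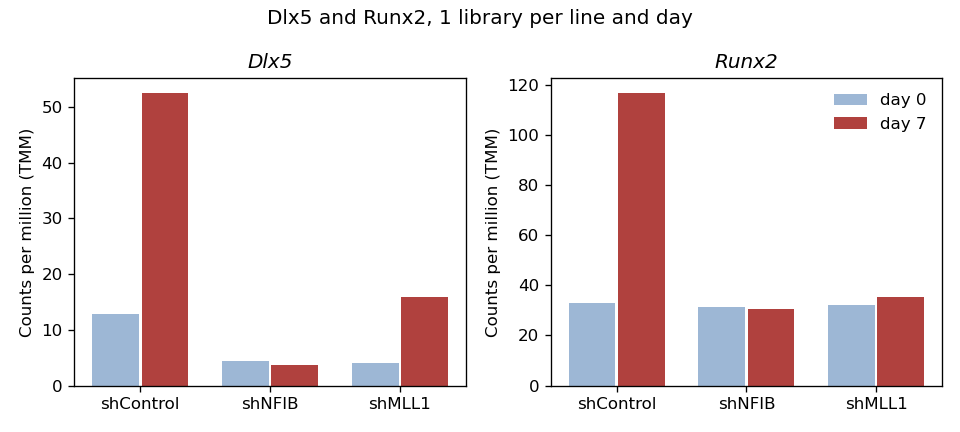
CPM of Dlx5 (left) and Runx2 (right) in shControl, shNFIB and shMLL1 cells, with 1 library per bar at day 0 or day 7 and no error bars. Runx2 rises only in shControl (32.8 to 117 CPM), and Dlx5 rises in shControl (12.8 to 52.5 CPM) and in shMLL1 (4.04 to 15.9 CPM) but not in shNFIB.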

(Fig. 7*A* and Data S1). 

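Data S1 gives the paper's log2 fold changes and adjusted p-values of the 162 genes in the comparison of day 7 with day 0 in shControl and of each knockdown line with shControl at day 7. All 162 were found in the deposited counts, and 161 of them are protein-coding in GENCODE M21. The log2 fold changes computed here from the counts differed from the paper's by at most 3.87e-05 between days, 0.00225 in shNFIB and 0.000415 in shMLL1. At a BCV of 0.2, 152 of the 162 genes were upregulated OAGs, 139 were called lower in shNFIB and 114 lower in shMLL1, and 101 met the 3 criteria together. All 162 did at a BCV of 0.1, and 15 did at 0.4. In 58 of the 162 genes at least 1 of the compared libraries had at most 3 counts.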

GO analysis of 162 NFIB/MLL1-dependent OAGs revealed a strong association with osteoblast differentiation and bone mineralization (Fig. 7*B*). On the other hand, no GO terms associated with osteogenic differentiation were identified from analyses of 391 exclusively NFIB-dependent genes and 84 exclusively MLL1-dependent genes (Fig. 7*A*, *right* and Fig. S7, *C* and *D*). 

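The median log2 fold change of the 115 OAGs that were lower in both knockdown lines was 3.47 from day 0 to day 7 in shControl, 1.73 within shNFIB and 1.39 within shMLL1. In 53 of the 115 genes shControl at day 0 or a knockdown library at day 7 had at most 3 counts, so these medians depend in part on the prior count. The knockdown libraries at day 0, which the medians within those lines also use, were not included in that number. Of the osteoblast list, 4 of the 18 members with counts were among the 115 genes, including Runx2, Dlx5 and Spp1. Of the list of 24 adipocyte genes, 8 were among them. Of the 12 genes labelled in Fig. S7A, 7 were among them, and Igfbp5 was called lower only in shMLL1. Those not called lower in either line were Col1a1, Hoxa2, Fhl2 and Cbfb.
The median of the Fig. S7A genes against shControl at day 7 was -1.63 (95% interval -2.85 to -0.98) in shNFIB and -1.72 (-1.91 to -0.87) in shMLL1. From day 0 to day 7 their median was 0.32 (-0.27 to 0.92) within shNFIB and 0.43 (0.29 to 1.46) within shMLL1. Fhl2 rose alike in the 3 lines, with log2 fold changes of 1.55, 1.37 and 1.92. At day 7 the log2 fold change of Spp1 against shControl was -2.61 (-2.65 to -2.57) in shNFIB and -2.19 (-2.22 to -2.15) in shMLL1, and that of Twist2 was -2.85 (-3.18 to -2.53) and -3.60 (-4.07 to -3.17).
Among genes with at least 10 counts in every library compared, the 5 with the largest smaller fall of the 2 lines were Igf1, Gabbr1, Bmx, Ccrl2 and Sncg. Igf1 went from 1083 to 2691 counts in shControl and had 34 counts in shNFIB and 26 in shMLL1 at day 7, with log2 fold changes of -6.26 (-6.80 to -5.78) and -6.37 (-6.99 to -5.82). The log2 fold changes of Gabbr1 were -4.74 (-4.91 to -4.58) and -3.80 (-3.94 to -3.67).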

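Lower in shNFIB alone at day 7 were 255 of the upregulated OAGs, and lower in shMLL1 alone were 54. These numbers were 676 and 124 at a BCV of 0.1, and 23 and 9 at 0.4. Of the osteoblast list, none of the 18 members with counts was in the set of shNFIB alone and 1 was in the set of shMLL1 alone, Alpl. Its log2 fold change against shControl at day 7 was 1.00 (95% interval 0.66 to 1.34) in shNFIB, and with 2 counts in shMLL1 against 111 in shControl it was at or under the floor there. Of the adipocyte list, 1 member was in each set, Lep in that of shNFIB and Cd36 in that of shMLL1.
A gene in 1 set is not shown to differ between the knockdown lines, since that difference was not tested. Igfbp5, which was called lower only in shMLL1, had a log2 fold change of -1.06 in shNFIB and -1.78 in shMLL1.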

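A downregulated OAG was counted as dependent when it was at least 2-fold higher in a knockdown library than in the shControl library at day 7 and passed the false discovery rate. Of the 1741 downregulated OAGs, 158 were NFIB-dependent, 69 were MLL1-dependent and 27 were both. The 27 were 39.1% of the MLL1-dependent ones (Wilson 95% interval 28.5 to 50.9). In the simulations of unchanged knockdown lines against a shared control, the median number called in both was 4 at a BCV of 0.281 and 194.5 at 0.4. When dependence was taken as no call for a fall within the knockdown line, the numbers were 756, 542 and 337. In both knockdown lines, 780 of the 1741 genes were called lower at day 7 than at day 0.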

We also identified 305 NFIB-dependent, 142 MLL1-dependent, and 77 NFIB/MLL1-dependent genes from the analysis of 1920 downregulated OAGs (Fig. S7*E*). Unlike the 162 upregulated NFIB/MLL1-dependent genes, the analysis of 77 downregulated genes provided no meaningful information related to osteogenic differentiation (Fig. S7*F*).

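The 27 downregulated OAGs that were higher in both knockdown lines had a median log2 fold change of -3.13 in shControl, -1.09 within shNFIB and -0.37 within shMLL1, and 14 of them had at least 10 counts in every library compared. None of the osteoblast, adipocyte or chondrocyte lists had a member among the 27. Those with the largest smaller rise of the 2 lines, which were chosen after their values were seen, were Penk, Arhgap20, Olfm1, Ak4 and Prkg2. Penk, the gene for proenkephalin, fell from 404 to 44 counts in shControl and rose from 67 to 673 counts in shNFIB and from 92 to 1661 counts in shMLL1. Its log2 fold change against shControl at day 7 was 3.98 (95% interval 3.54 to 4.45) in shNFIB and 5.56 (5.13 to 6.03) in shMLL1.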

**Figure 7:**
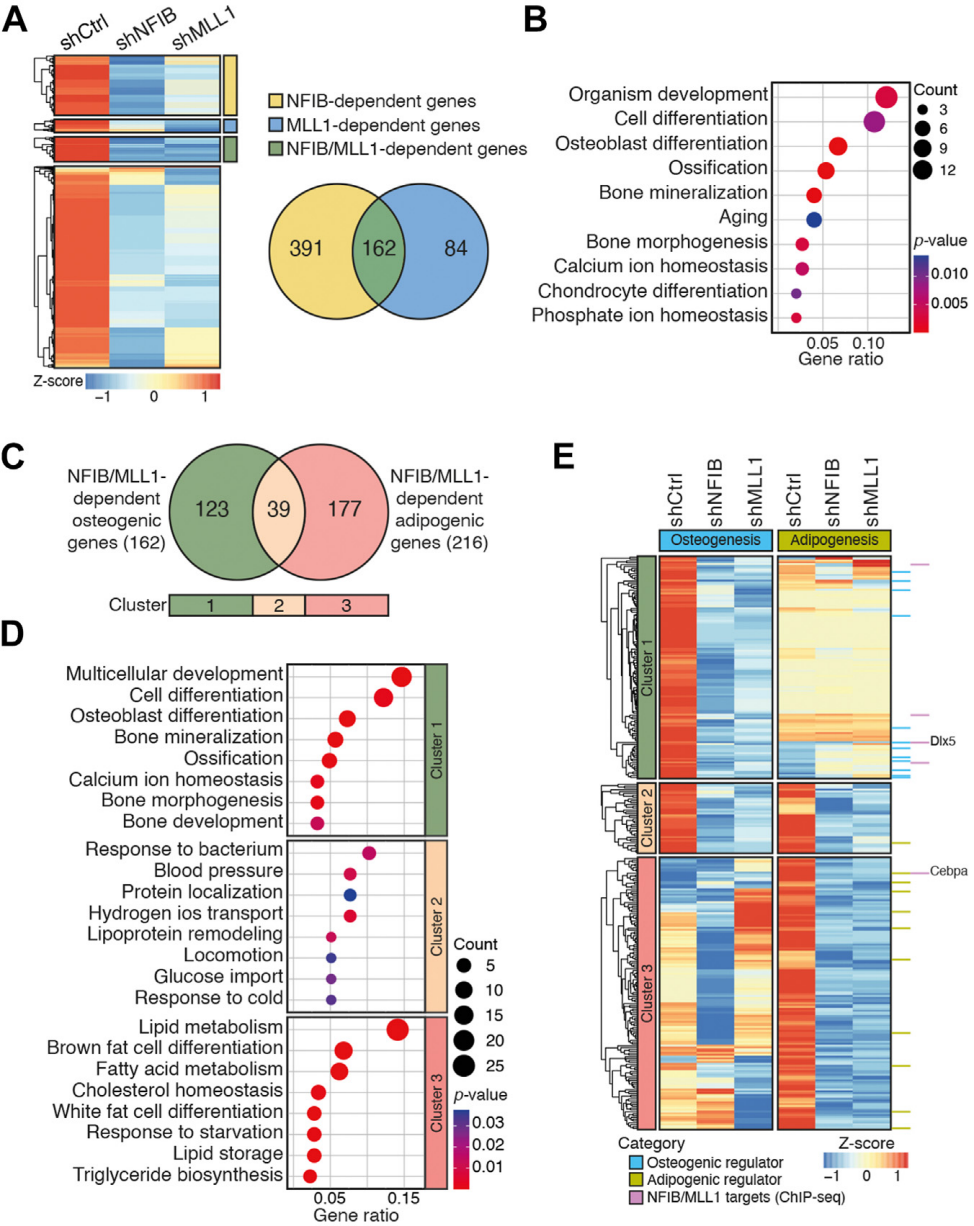
**NFIB/MLL1 complex regulates the lineage-specific transcriptome changes in C3H10T1/2 MSCs.***A*, shown on the *left* are hierarchical clustering results of 1962 osteogenesis-associated genes (OAGs) in shControl, shNFIB, and shMLL1 cells. One thousand nine hundred sixty-two OAGs were differentially expressed genes with |log2 fold change| >1 and FDR <0.05 upon osteogenic stimuli in shControl cells. OAGs are clustered into four groups and manually curated based on NFIB, MLL1 dependency, or both upon osteogenic stimuli: OAGs that failed to be activated only in shNFIB cells (NFIB-dependent genes, *yellow*), OAGs whose expressions were significantly decreased in shMLL1 cells but not in shNFIB cells (MLL1-dependent genes, *blue*), OAGs showing NFIB and MLL1 dependency (NFIB/MLL1-dependent genes, *green*), and OAGs with no significant dependency. The scale bar is based on the Z-score of log2 (CPM + 1). On the *right* is a Venn diagram depicting 162 NFIB/MLL1-dependent OAGs (*green*) commonly presented in 553 NFIB-dependent OAGs and 246 MLL1-dependent OAGs. *B*, gene ontology (GO) classification showing the biological process (BP) terms of 162 NFIB/MLL1-dependent OAGs with most genes annotated. The size of bubble indicates the number of genes. Color depth indicates significance (*p* < 0.05). The x-axis represents enrichment abundance (hit genes/populated genes) and the y-axis represent different GO terms. *C*, Venn diagram representing comparative analysis results of 162 NFIB/MLL1-dependent OAGs and 216 NFIB/MLL1-dependent adipogenesis-associated genes (AAGs, GSE131369), which were categorized into three groups based on lineage specificity: presented only in the list of 162 NFIB/MLL1-dependent OAGs (cluster 1, n = 123, *green*), presented only in NFIB/MLL1-dependent AAGs (cluster 3, n = 177, *red*), and genes found in both cluster 1 and cluster 3 (cluster 2, n = 39, *orange*). *D*, GO analysis classifications showing enriched functions of three clustered groups identified in (*C*). The size of bubble indicates the number of genes. Color depth indicates significance (*p* < 0.05). The x-axis represents enrichment abundance (hit genes/populated genes) and the y-axis shows different GO terms. *E*, heatmap showing the expression profile of 339 genes identified in (*C*) in shControl, shNFIB, and shMLL1 cells prior to/after induction of lineage-specific differentiation. The *light blue* and *light green bar* on the *right* next to the *box* indicate osteogenic and adipogenic regulators, respectively, and the *purple bars* on the rightmost depicts genes, including *Dlx5* and *Cebpa*, which are presented in the list of NFIB/MLL1 direct targets. The scale bar is based on the Z-score of log2 (CPM + 1). FDR, false discovery rate; MSC, mesenchymal stem cell.

Furtherly, comparative analysis of 162 NFIB/MLL1-dependent OAGs with 216 previously identified NFIB/MLL1-dependent adipogenesis-associated genes (AAGs) was conducted (44). We found that 123 out of 162 OAGs were exclusively presented in the list of OAGs, whereas 39 genes were commonly presented in both 162 OAGs and 216 AAGs (Fig. 7*C*). GO analyses showed a strong correlation with osteoblast differentiation of 123 OAGs (Fig. 7*D*, cluster 1) and an association with fat cell differentiation (Fig. 7*D*, cluster 3). On the other hand, no meaningful information related to either osteogenesis or adipogenesis was obtained from the analysis of 39 commonly presented OAGs/AAGs (Fig. 7*D*, cluster 2). Lastly, 52 NFIB–MLL1 complex targets from the ChIP-seq analysis were compared with 162 OAGs and 216 AAGs (Fig. 7*E*). Surprisingly, only five genes out of 52 direct targets were presented in the list of either 162 OAGs or 216 AAGs. Moreover, both *Dlx5* and *Cepba*, but no other known lineage-specific regulators, were included in those five genes (Fig. 7*E*). Collectively, these data show that the function of the NFIB–MLL1 complex in C3H10T1/2 MSCs is, at least in part, to serve as an intrinsic regulatory factor maintaining stemness and plasticity by contributing to chromatin landscape at the critical developmental genes such as *Dlx5* and *Cebpa*.

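Cebpa (ENSMUSG00000034957, chromosome 7 of GRCm38 from 35119293 to 35121928, overlapped on the other strand by Gm45091) was not an OAG. In shControl it had 608 counts at day 0 and 313 at day 7, a log2 fold change of -0.89 (95% interval -1.09 to -0.69). At day 0 its log2 fold change against shControl was -1.37 (-1.60 to -1.15) in shNFIB and -2.88 (-3.24 to -2.54) in shMLL1, and at day 7 it was -1.35 (-1.67 to -1.04) and -2.06 (-2.49 to -1.66). Over both days its log2 fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was -1.40 (standard error 0.34, adjusted p = 0.163) in shNFIB and -2.42 (0.36, adjusted p = 0.0786) in shMLL1.
The 15 direct targets that the paper names in Figs. 5, 6 and S6E are part of its list, the rest of which was not used here, and they include Dlx5 and Cebpa. Over the 15, the median log2 fold change at day 0 was -0.30 (-1.37 to 0.25) in shNFIB and -0.56 (-1.53 to -0.17) in shMLL1. From day 0 to day 7 in shControl it was -0.37 (-1.32 to 0.20). Of the 15, Dlx5 and Plpp3 were upregulated OAGs, and Nr3c1, Dhcr7, Efnb1 and Rcn1 were downregulated OAGs. Plpp3 (ENSMUSG00000028517, chromosome 4 from 105157347 to 105232764) rose from 2209 to 11285 counts in shControl, a log2 fold change of 2.42 (2.35 to 2.49). At day 7 its log2 fold change against shControl was -2.97 (-3.05 to -2.89) in shNFIB and -1.25 (-1.30 to -1.19) in shMLL1, of which the latter was not called at a BCV of 0.2. In edgeR's quasi-likelihood test over both days with Benjamini-Hochberg adjustment it was -2.53 in shNFIB (standard error 0.30, adjusted p = 0.0266) and -1.17 in shMLL1 (0.29, adjusted p = 0.224). The log2 fold change of Efnb1 at day 0 was -2.21 in shNFIB and -2.32 in shMLL1. The paper draws its conclusion from its own ChIP-seq targets and their comparison with osteogenesis- and adipogenesis-associated genes, which was not repeated here. It concludes that the complex serves, at least in part, to keep the cells stem-like and plastic. It names a contribution to the chromatin at developmental genes such as Dlx5 and Cebpa as the means.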

## Discussion

Despite the significant advances in understanding the roles of sequence-specific transcription factors and their interacting epigenetic modifiers in lineage-specific differentiation, relatively less is known about how they are integrated into the regulation of stemness and plasticity of MSCs. This study found that NFIB and its interacting MLL1 KMT control the expression of Dlx5 and thus regulate the osteogenic differentiation of C3H10T1/2 MSCs. Moreover, the current study supports the idea that roles of the NFIB–MLL1 complex may not be limited to a specific differentiation pathway but extended to maintaining the stemness and plasticity of MSCs, which involves targeting the developmental genes, such as *Dlx5* and *Cebpa*, and contribution to the establishment of bivalent chromatin domain consisting of H3K4me3/H3K9me3.

This study revealed the regulatory function of the NFIB–MLL1 complex in the osteogenic and likely the myogenic differentiation of C3H10T1/2 MSCs, which makes the NFIB–MLL1 complex a factor required for the trilineage differentiation potential of MSCs (Figs. 1 and S2) (44). The inhibited osteogenic differentiation in NFIB- or MLL1-knockdown cells and the restored osteogenic potential by exogenous expression of FLAG-NFIB in shNFIB cells supported roles of NFIB and MLL1 in osteogenic differentiation of MSCs (Fig. 1). Of note, exogenous expression of FLAG-NFIB failed to rescue osteogenic defects in cells depleted of MLL1 (data not shown), which is consistent with the previous report showing interdependency between NFIB and MLL1 in binding to genomic targets (44). Therefore, the functions of NFIB are likely to be mediated by interaction with MLL1 histone methyltransferase at least in C3H10T1/2 MSCs.

The selective interaction of NFIB with MLL1, but not with MLL3, has been reported previously (44). On the other hand, few studies have examined the isoform-dependent functions of NFIB, which has at least five different isoforms (isoforms 1–5). Because shRNA used for the generation of NFIB-depleted MSCs targets 3′ UTR of *Nfib gene* shared by all five isoforms and anti-NFIB antibodies used for ChIP and ChIP-seq analyses also recognize all five isoforms, results from the current study are not enough to determine the isoform dependency of NFIB in regulating the differentiation in C3H10T1/2 MSCs. However, it should be noted that FLAG-NFIB, which successfully rescued defects in lineage-specific differentiation, is derived from the *Nfib* isoform 3 (57). Although speculative, these data suggest that there might be an isoform-specific function of NFIB or at least functional redundancy among NFIB isoforms.

Although a plethora of osteogenic regulatory factors have been identified and described in the literature, most regulate the expression and function of Runx2 and Osx. Few studies have been conducted on regulating Dlx5 expression (12, 13, 20). This study identifies the NFIB–MLL1 complex as a specific regulator of Dlx5, for its selective binding to the *Dlx5* promoter and the sufficiency of exogenous Myc-Dlx5 in rescuing osteogenic defects in shNFIB and shMLL1 cells (Figs. 2 and 3). Of particular interest, RNA-seq analyses showed that *Dlx5* does not respond to adipogenic stimuli but only to osteogenic stimuli and thus is considered an exclusively osteogenic gene (Fig. 7). In addition, it has been reported that the *Dlx5* KO mice exhibit primarily bone-related defects but no significant adipogenesis/myogenesis-associated abnormalities (21, 22). Therefore, functions of Dlx5 are likely to be limited to osteogenic differentiation but not to adipogenic/myogenic differentiation in MSCs.

Biochemical analysis of the NFIB–MLL1 complex during osteogenic differentiation can be simply interpreted as the NFIB–MLL1 complex being integrated into the osteogenic transcription program working as an upstream regulator of Dlx5. However, evidence suggests that the complex instead functions as a maintenance factor for the stemness and plasticity of C3H10T1/2 MSCs rather than acts as a lineage-specific transcription regulator. First, unlike lineage-specific regulators that often exhibit reciprocal activity toward differentiation into other lineages (7, 58), depletion of the NFIB–MLL1 complex inhibits differentiation into osteogenic, adipogenic, and even possibly myogenic lineages, which is a common feature of MSCs defective of stemness and plasticity (9, 59, 60). Second, expression of Dlx5 increases robustly by pro-osteogenic BMP2- or Wnt-signaling activation (Fig. 4) and similarly, inhibition of Wnt-signaling pathway, which acts as a pro-adipogenic stimuli, markedly increases in the expression of adipogenic genes, such as *Cebpa* and *Pparg* (Fig. S5). However, modulation of extracellular signaling pathways had no effects on the expression of *Nfib* and *Mll1*. Moreover, they failed to overcome defects derived from NFIB or MLL1 knockdown in C3H10T1/2 MSCs (Figs. 4 and S5). Furthermore, ChIP and ChIP-seq analysis confirmed selective bindings of the NFIB–MLL1 complex to both *Dlx5* and *Cebpa* even prior to lineage-specific differentiation signals in C3H10T1/2 MSCs (Figs. 2 and 5).

In addition to a GO term associated with osteoblast differentiation, GO analysis of 52 direct targets of the NFIB–MLL1 complex showed a strong association with GO terms, such as neuron development (GO:0048666), neurogenesis (GO:0022008), and brain development (GO:0007420) (Fig. 5*C*), raising a possibility that the NFIB–MLL1 complex might play roles in other types of multipotent stem cells such as NSCs. Interestingly, it has been reported that NFIB is highly expressed in NSCs (46), and MLL1 has been implicated in the regulation of a variety of stem cells, including postnatal NSCs and muscle satellite cells (40, 41). On the other hand, RNA-seq analyses demonstrated distinguishable changes in the transcriptome of NFIB or MLL1 knockdown MSCs depending on the lineage-specific differentiation stimuli, supporting the idea that the role of the NFIB–MLL1 complex is to maintain the stemness and plasticity of MSCs (Fig. 7).

Considering that the depletion of NFIB or knockdown of MLL1 leads to a decreased level of H3K4me3 at the *Dlx5* and *Cebpa* promoters, the functions of the NFIB–MLL1 complex are likely related to the establishment of the chromatin landscape in uncommitted MSCs. Of particular interest, ChIP and ChIP-seq analysis revealed decreases in H3K4me3 accompanied by increases in repressive histone mark H3K9me3 at regions of *Dlx5* and *Cebpa*. These data support a previous report suggesting the bivalent chromatin domain comprised of H3K4me3 and H3K9me3 at the adipogenic regulator (61). In our proposed model, we speculate that genes critical for the initiation of lineage-specific differentiation, such as *Dlx5* and *Cebpa*, are kept at a ‘paused for response’ state by active H3K4me3 and repressive H3K9me3 until the relevant environmental cues in uncommitted C3H10T1/2 MSCs, in which the NFIB–MLL1 complex and SETDB1 histone lysine methylase could play key roles in establishing the bivalent chromatin domain (Fig. 8). Upon the differentiation signal, lineage-specific differentiation could occur either by the controlled displacement of SETDB1 or reversal of the H3K9me3 by the lineage-specific KDM at the developmental genes. The model supports the latter case because it has been shown that H3K9me3-specific KDMs play pivotal roles in lineage-specific differentiation by breaking the balance between the active and repressive histone marks at essential regulator genes (32, 44).

**Figure 8:**
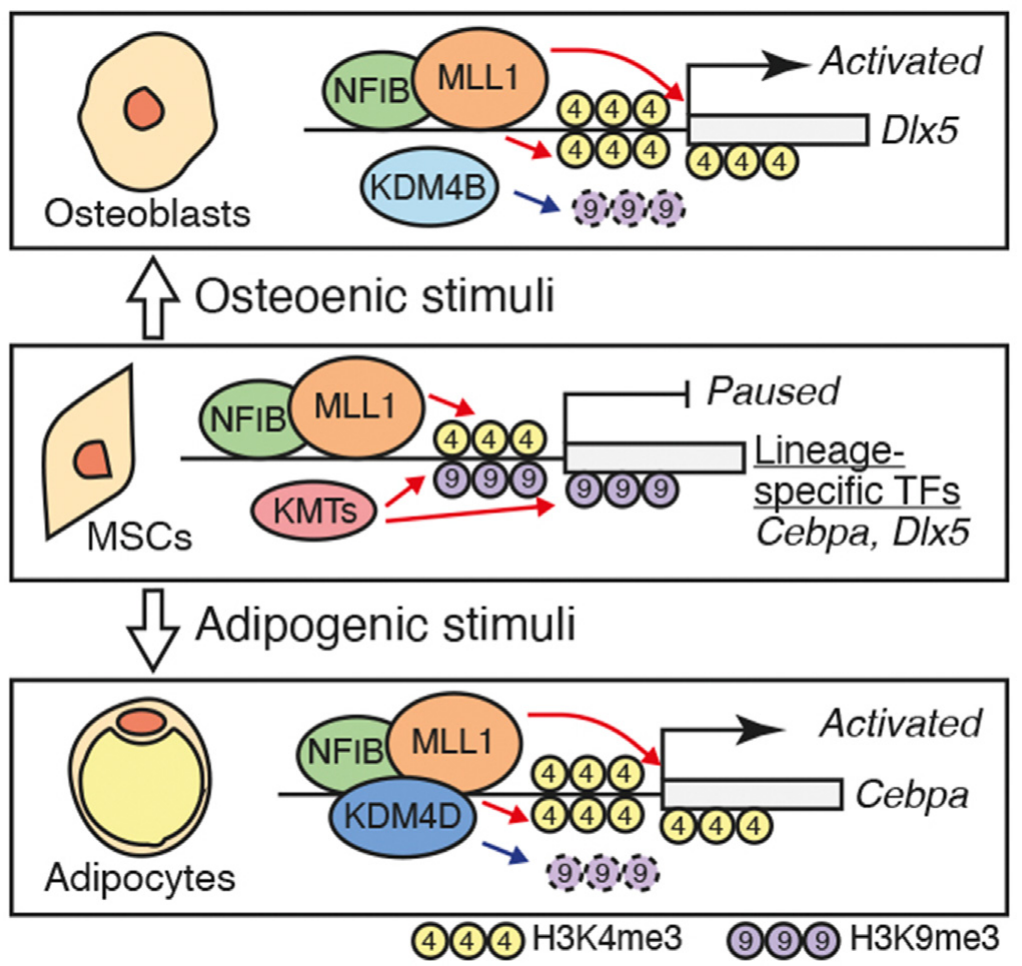
**A proposed model for the roles of the NFIB/MLL1 complex in the multilineage differentiation potential of C3H10T1/2 MSCs.** MSC, mesenchymal stem cell.

Lastly, our interpretation of the roles of the NFIB–MLL1 complex in the maintenance of MSCs is built on the results obtained from the experiments using cell lines derived from C3H10T1/2 MSCs. C3H10T1/2 is a MSC line derived from mouse embryo (62) and has been widely utilized as an *in vitro* model for MSCs differentiation, especially for its trilineage differentiation potential (63, 64, 65). In addition, dynamic changes in histone modifications and chromatin structure during lineage-specific differentiation are relatively well established in C3H10T1/2 MSCs (61, 66, 67). On the other hand, the possibility remains that MSCs maintenance by the NFIB–MLL1 complex might be limited to a specific cell line, C3H10T1/2 MSCs. Further studies using other MSCs, such as BM-MSCs, and other multipotent stem cells would confirm the roles of the NFIB–MLL1 complex in stem cell populations. Moreover, while functional redundancy among the NFI family of proteins remain as a possibility, it would be interesting to determine if defects observed from cells depleted of NFIB or MLL1 could be recapitulated *in vivo*.

In conclusion, the current study provides a molecular mechanism through which the stemness and plasticity of MSCs are maintained. Although it is widely accepted that the developmental genes are marked by both active and repressive histone modifications in various stem cells, these findings provide evidence that regulating the bivalent chromatin domain is critical for maintaining the MSC stemness and lineage-specific differentiation. Finally, given the critical roles of the NFIB–MLL1 complex in the stemness and plasticity of MSCs as well as in osteogenic differentiation, it is tempting to speculate that the NFIB–MLL1 complex might be able to serve as a potential therapeutic target for MSCs-related diseases such as osteoporosis (4, 5).

## Experimental procedures

### Plasmid DNAs, cell culture, and retroviral infection

Plasmids encoding FLAG-tagged NFIB and Myc-tagged Dlx5 have been described (44, 68). The plasmid containing complementary DNA for constitutively active β-catenin (S37A) was kindly provided by Dr E. H. Cho (University of Seoul). Mouse C3H10T1/2 MSCs and human Phoenix ecotropic packaging cells were maintained in Dulbecco’s modified Eagle’s medium (WelGENE) supplemented with 10% fetal bovine serum (WelGENE) and penicillin-streptomycin-glutamine solution (HyClone) in a humidified atmosphere containing 5% CO_2_ at 37 °C. The establishment of mouse C3H10T1/2 MSCs expressing shRNA that targets NFIB (shNFIB) or MLL1 (shMLL1) is described elsewhere (44). For retroviral gene transfer, replication-defective retroviruses were produced from Phoenix ecotropic cells transfected with relevant retroviral plasmids. The transfected cells were selected with 5 μg/ml puromycin (Sigma) for 24 h and then replenished with fresh medium without puromycin. The viral supernatants were collected after 24 h, filtered through a 0.45 μm syringe filter, and added to the cells of interest. To enhance infectivity, 8 μg/ml of polybrene (Sigma) was added to viral supernatants.

### *In vitro* osteogenic differentiation

*In vitro* osteogenic differentiation was induced by incubating cells in an osteogenic medium containing 20 mM β-glycerophosphate (Sigma), 100 μg/ml ascorbic acid 2-phosphate (Sigma), and 0.1 μM dexamethasone (Sigma). The osteogenic medium was changed every 2 days over 21 days, and differentiation was assessed by calcium deposits stained with ARS (Sigma). The stained calcium deposits were monitored using an Olympus BX50 microscope. All images were scanned with an Epson Perfection V500 scanner and processed using Adobe Photoshop CC 2022.

### Activation of the Wnt/BMP signaling pathways

The Wnt-signaling pathway was activated by incubating the cells with 25 mM lithium chloride (Sigma) or by the exogenous expression of constitutively active β-catenin (S37A). For BMP-signaling pathway activation, cells were cultured in a medium containing 100 ng/ml of recombinant human/mouse BMP2 (rhBMP2, R&D systems). The level of endogenous *Ccnd1* mRNA was monitored to evaluate the activation of the Wnt-signaling pathway. In addition, activation of the signaling pathways during osteogenic differentiation was assessed by increased calcium deposition and the expression of osteogenic marker genes as described previously (55, 56).

### Immunoblotting and RT-qPCR

The proteins of interest were analyzed by preparing whole cell lysates using RIPA buffer (10 mM Tris–HCl pH 7.5, 1 mM EDTA pH 8.0, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, and 0.1% SDS) supplemented with protease inhibitor cocktail (Roche). After sonication using a VCX130 ultrasonic processor (SONICS, 20% amplitude for 20 s), the sonicated lysates were clarified by centrifugation at 4 °C for 20 min at 13,000*g*. The clarified supernatants were resolved by SDS-PAGE and analyzed by immunoblotting using an ECL plus Western Blotting Detection System (Cytiva) according to the manufacturer’s instructions. Table S1 lists the antibodies used for immunoblotting. For RT-qPCR analysis, the total RNAs were prepared using RNeasy plus mini kit (Qiagen), and complementary DNAs were synthesized using the GoScript reverse transcription system (Promega) according to the manufacturer’s instructions. Quantitative PCR was carried out on a QuantStudio 1 real-time PCR system (Thermo Fisher Scientific) with SYBR Green I (Invitrogen) and i-StarTaq DNA polymerase (Intron). The relative mRNA levels were calculated using the standard curve method and normalized to *Gapdh* mRNA. Table S2 lists the primers used for RT-qPCR.

### ChIP-qPCR assays

ChIP assays were performed as described previously with modifications (37). Briefly, the chromatins were prepared from cells fixed with 1% formaldehyde (Sigma) and sheared into fragments (200–700 bps) using an ultrasonic processor (at 45 W for 20 × 10 s pulses). The sonicated chromatins (50–100 μg) were precleared at 4 °C for 2 h and incubated with relevant antibodies. After immunoprecipitation, the recovered ChIP DNAs were analyzed by quantitative PCR on a QuantStudio 1 Real-Time PCR system with SYBR Green I and i-StarTaq DNA polymerase. For quantification, the percentage input (% input) was calculated using a standard curve method and normalized to IgG % input value. Tables S1 and S3 list the antibodies and primers used in the ChIP assays, respectively.

### RNA-seq and data processing

For RNA-seq, libraries were prepared from the total RNAs using TruSeq RNA-seq kit (Illumina), quantified using an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies), and then sequenced on Illumina Nova-Seq 6000 platform (Illumina) with paired-end 100 bp read length to obtain at least 60 million reads per sample. The raw reads were subjected to basic quality control using FastQC version 0.11.9, and the adapter sequence was trimmed by Trimmomatic version 0.39 (69, 70). The resulting reads were mapped to the mouse genome assembly GRCm38 (mm10) using HISAT2 version 2.2.1 (71). The average read quality corresponding to each sequence alignment map (SAM) file is listed in Table S4. Reads with mapping quality score >30 were selected and converted to binary alignment map (BAM) files using SAMtools version 1.12 (72). After removing the PCR duplicates, sorted transcripts were assigned to the gene and counted using htseq-count version 0.11.1 (73).

### RNA-seq analysis

For RNA-seq analysis, the read counts obtained from data processing were first normalized using the trimmed mean of M-values method. The DEGs were then identified using R package edgeR version 3.38 (74). Significant DEGs were identified as those with a *p* value of <0.05 with Benjamini-Hochberg multiple testing correction at a 5% FDR and a fold change of >2. GO analysis was conducted using DAVID bioinformatics resources 6.8, and a significant biological process GO term was obtained by applying the thresholds of *p* < 0.05 (75). For cluster analysis, the gene clusters were determined using hclust and edgeR from the R package and visualized with the R package pheatmap. All charts were generated with the ggplot2 package from R software (https://ggplot2.tidyverse.org) and modified using Adobe Illustrator 2022.

### ChIP-seq and data processing

For ChIP-seq, sonicated chromatins (300–400 μg) were precleared with protein A/G and immunoprecipitated with relevant antibodies (Table S1). The integrity of the purified ChIP DNA was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies), and libraries were constructed using a TruSeq ChIP library preparation kit (Illumina). The prepared libraries were then sequenced on an Illumina Hi-Seq 2500 platform (Illumina), which generated approximately 2 to 3 GB of raw data with 100 bp paired-end read length. ChIP-seq reads were subjected to basic quality control using FastQC, and the adapter sequence was trimmed by Trimmomatic. The resulting reads were aligned to the mm10 reference genome using Bowtie2 version 2.4.2 (76). Table S4 lists the average read quality corresponding to each SAM file. The aligned reads with mapping quality score >30 were converted into BAM format using SAMtools. For peak calling analysis and distribution analysis, browser-extensible data files were generated from sorted BAM files using the bamToBed function of Bedtools version 2.30.0 (77).

### ChIP-seq analysis

The bamCoverage of deepTools package version 3.5.1 was used to generate ChIP-seq coverage tracks. Read coverage was normalized using read per genome coverage, and the coverage tracks were visualized using Integrative Genomic Viewer (78, 79). The average signal profiles around TSSs for NFIB, MLL1, and H3K4me3 were generated using ngs.plot.R version 2.61 (80). The NFIB, MLL1, and H3K4me3 peaks were assigned using SICER2 version 1.0.3 (81). Differential peaks analysis was performed using the sicer-df function of SICER2. The peaks were annotated using the R package ChIPseeker, defining the promoter region ±3 kb from the TSSs (82). GO term analysis was conducted using DAVID bioinformatics resources or enrichGO from the clusterProfiler R package (83).

### Statistical analysis

At least three independent experiments were performed as indicated in the figure legends and are presented as the means ± SD or ± SEM. Statistical analyses were conducted using GraphPad Prism software version 9 (https://www.graphpad.com). The normality of data was assessed using a Shapiro–Wilk test. For two groups, normally distributed data were analyzed using a two-sided *t* test, while skewed data were analyzed using a Mann-Whitney test. One-way or two-way ANOVA with a correction for multiple comparisons was performed for three or more groups. Statistical significance was defined as *p* <0.05.

## Data availability

All of the data are contained in the article and Supporting information. The data that support the findings of this study are available from the corresponding author upon reasonable request. All RNA-seq and ChIP-seq data are available at the GEO under SuperSeries number GSE227538.

## Supporting information

This article contains supporting information (20, 44, 68, 84, 85, 86, 87, 88, 89, 90, 91, 92, 93).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: NFIB–MLL1 complex is required for the stemness and Dlx5-dependent osteogenic differentiation of C3H10T1/2 mesenchymal stem cells
**Source:** J Biol Chem. 2023 Aug 24;299(10):105193. doi: 10.1016/j.jbc.2023.105193
**Supplement:** Supporting information

## **Supporting Information**

### **The NFIB/MLL1 complex is required for the stemness and Dlx5-dependent osteogenic differentiation of C3H10T1/2 mesenchymal stem cells**

Janghyun Choi<sup>1,\*</sup> and Hansol Lee<sup>1,\*</sup>

 (H. Lee) and  (J. Choi)

#### **List of contents:**

Supporting Information Figure S1 – S7 (pages S-2 to S-8)

Supporting Information Figure Legends (pages S-9 to S-12)

Supporting Information Table S1 – S4 (pages S-13 to S-16)

Supporting Information Data S1 (page S-16 and spreadsheet file)

Supporting Information Materials and Methods (page S-17)

## Supporting Information Figures

**Figure S1**

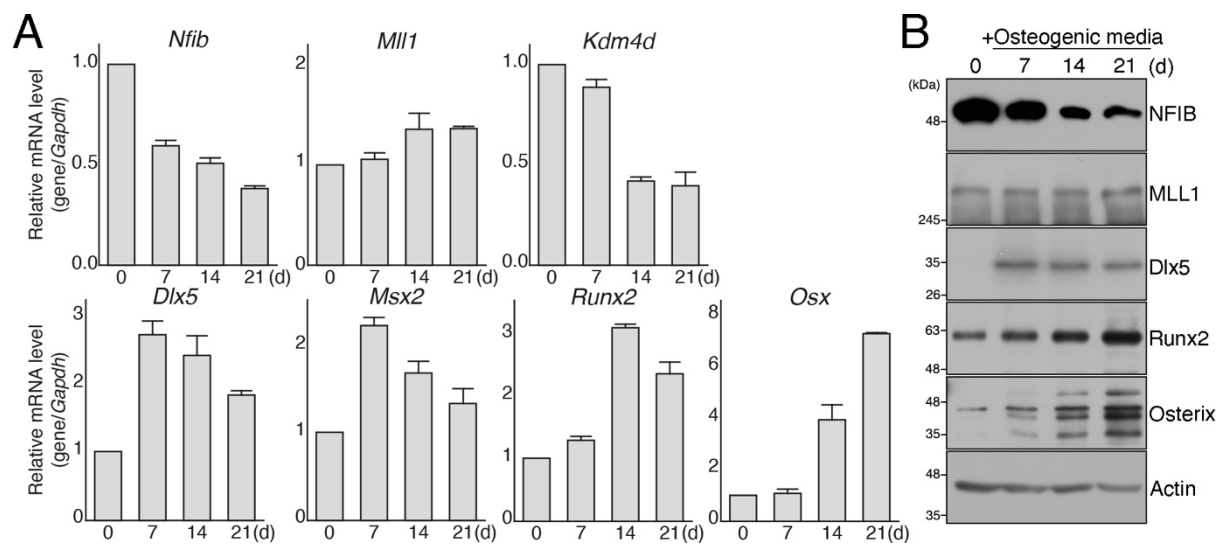

**Figure S2**

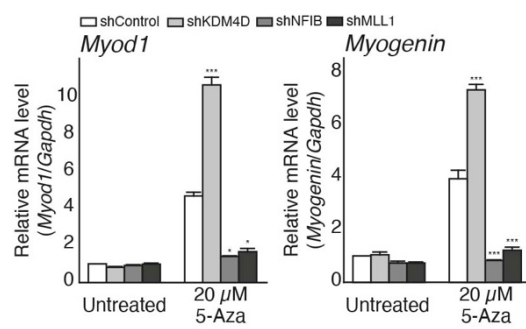

**Figure S3**

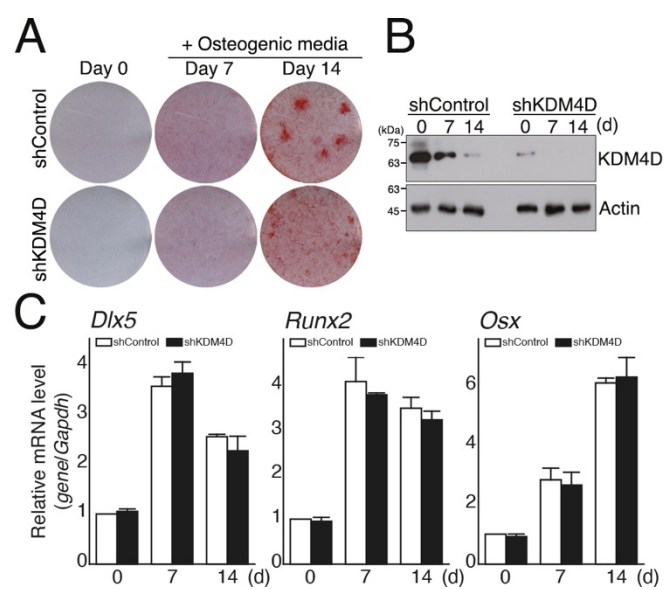

**Figure S4**

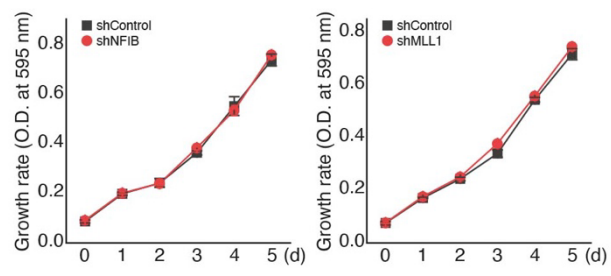

**Figure S5**

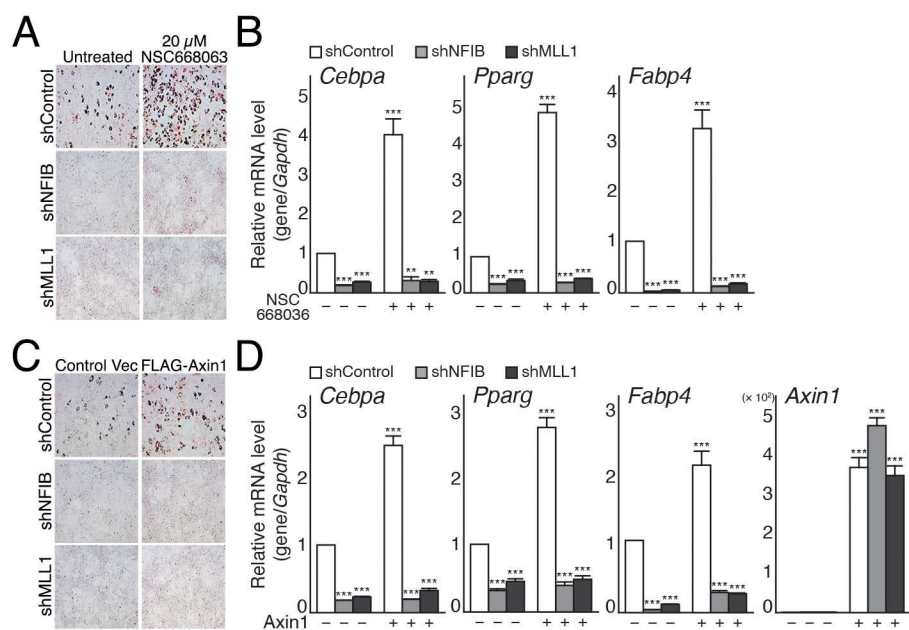

Figure S6

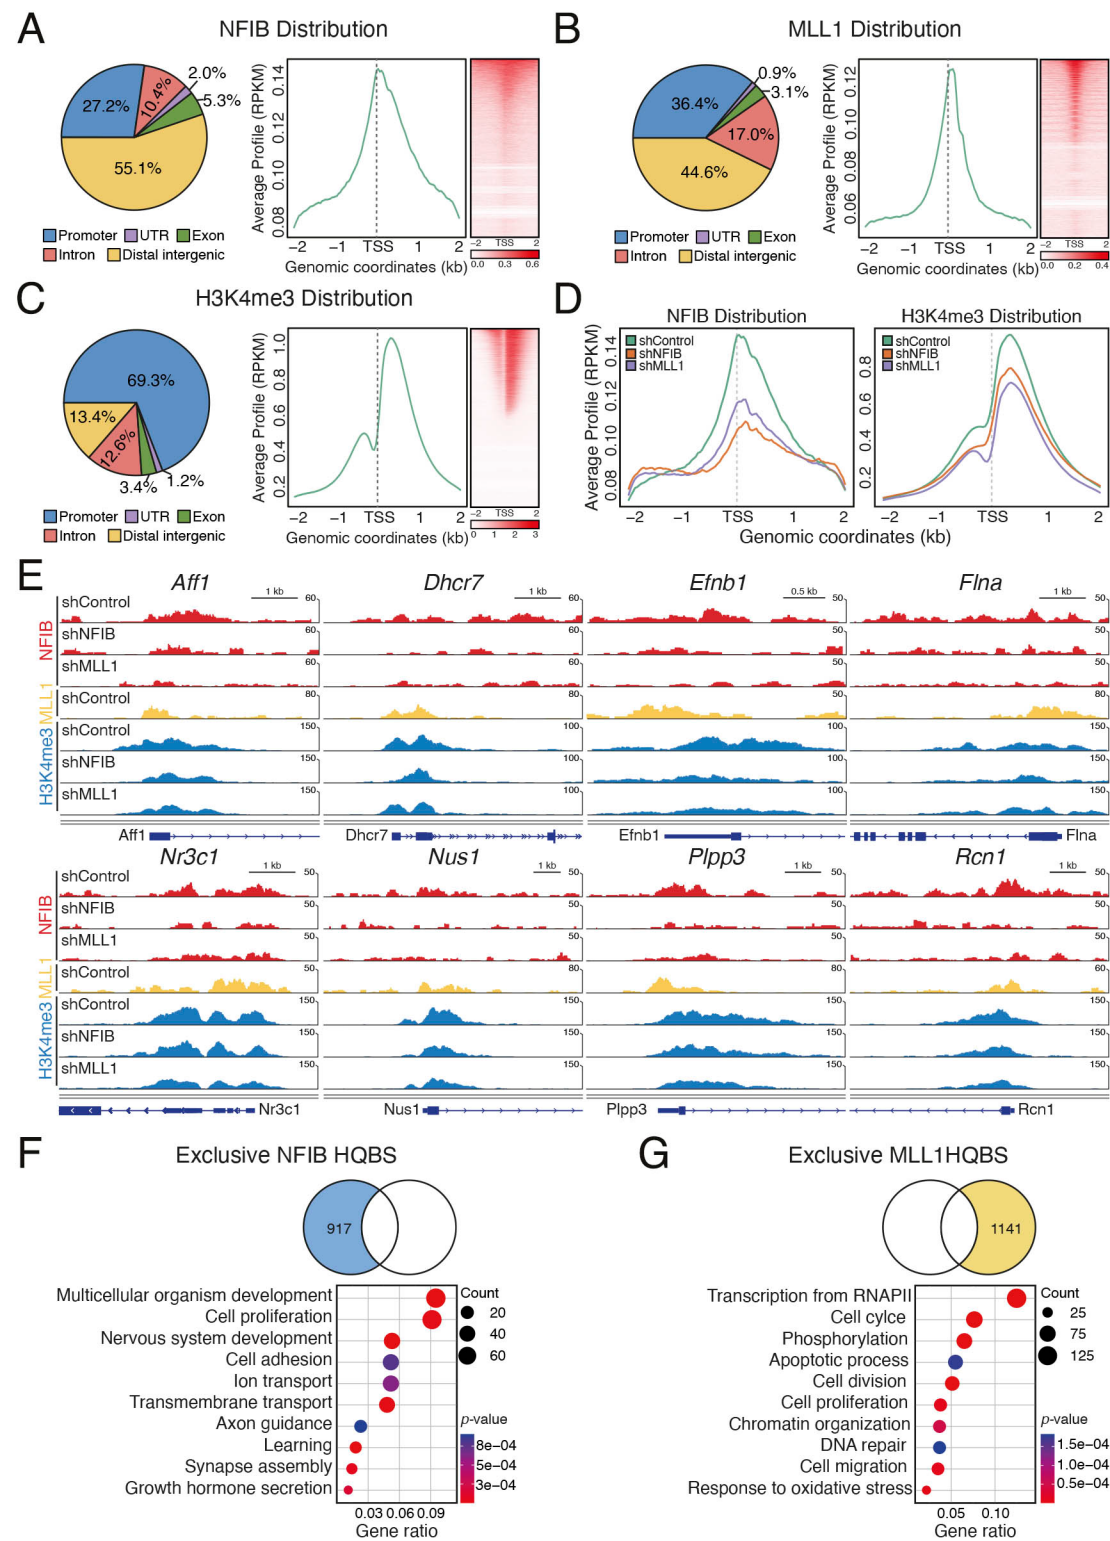

Figure S7

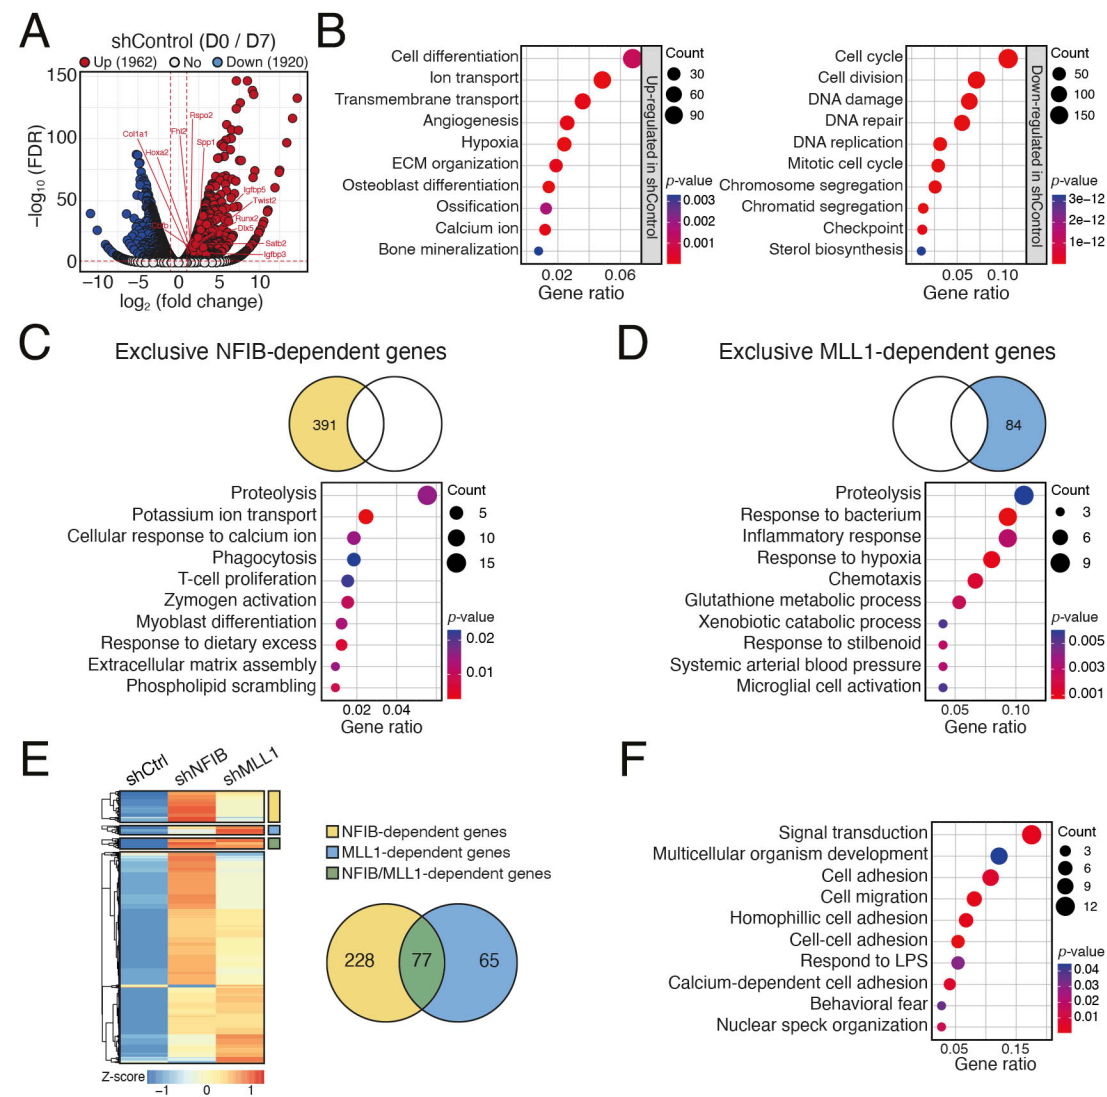

## Supporting Information Figure legends

### Figure S1. Expression of NFIB and MLL1 during osteogenic differentiation of C3H10T1/2 MSCs.

**Related to Figure 1.** C3H10T1/2 cells were grown to confluence and further incubated in osteogenic medium containing 20 mM  $\beta$ -glycerophosphate, 100  $\mu$ g/mL ascorbic acid 2-phosphate, and 0.1  $\mu$ M dexamethasone up to 21 days. **A**, RT-qPCR analysis of *Nfib*, *Mll1*, *Kdm4d* and key osteogenic regulator genes such as *Dlx5*, *Msx2*, *Runx2*, and *Osx*. For each gene, relative mRNA values were calculated as relative to the value at day 0 following normalization to *Gapdh* mRNA. Data were presented as mean  $\pm$  SD (n = 3 independent experiments). **B**, immunoblot results of NFIB, MLL1, and key osteogenic regulators. Actin was used as a loading control. Whole cell extracts (WCE) were prepared at indicated time points (0, 7, 14, and 21 days). All images were from a single round of experiments.

### Figure S2. NFIB and MLL1 are required for the myogenic differentiation of C3H10T1/2 MSCs.

**Related to Figure 1.** shControl, shNFIB, shMLL1, and shKDM4D cells were incubated in the presence or absence of 20  $\mu$ M of 5-Aza for 14 days. Shown are the RT-qPCR results of *Myod1* (left) and *Myogenin* (right) in shControl (white), shKDM4D (light gray), shNFIB (gray), and shMLL1 (dark gray) cells. Relative mRNA levels were calculated as relative to untreated shControl cells following normalization to *Gapdh*. Data were analyzed using two-way ANOVA with Dunnett's post hoc test and presented as mean  $\pm$  SD (n = 3 independent experiments); \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001 versus shControl cells on day 14.

### Figure S3. Depletion of KDM4D does not affect osteogenic differentiation of C3H10T1/2 MSCs.

**Related to Figure 1.** shControl and KDM4D-depleted C3H10T1/2 (shKDM4D) cells were cultured in osteogenic medium for 14 days. **A**, ARS staining results of shControl (upper) and shKDM4D (lower) cells. Cells were fixed and stained before (Day 0) and after (Day 7 and 14) osteogenic induction. Shown are representative data of 3 independent experiments and images were from a single round of experiments. **B**, immunoblot results of KDM4D and Actin in shControl (left) and shKDM4D (right) cells at indicated time points (0, 7, and 14 days). Actin was used as a loading control. Images were representative of at least 3 independent experiments. **C**, RT-qPCR analysis *Dlx5*, *Runx2*, and *Osx* in

shControl (white) and shKDM4D (black) cells. For each gene, relative mRNA levels were calculated as relative to shControl cells (Day 0) following normalization to *Gapdh*. Data were presented as mean  $\pm$  SD (n = 3 independent experiments).

**Figure S4. Depletion of NFIB or MLL1 has no significant effect on cell proliferation. Related to Figure 1.** shControl, shNFIB, and shMLL1 cells were seeded and cultured for 5 days. Cell proliferation was assessed using NBB staining every 24 h for 5 days. Shown on the left are relative cell proliferations of shControl (black square) and shNFIB (red circle) cells. Shown on the right are relative cell proliferations of shControl (black square) and shMLL1 (red circle) cells. Data were presented as mean  $\pm$  SD (n = 3 independent experiments).

**Figure S5. Inhibition of Wnt-signaling does not rescue adipogenic defects in shNFIB and shMLL1 cells. Related to Figure 4. A and B,** shControl, shNFIB, and shMLL1 cells were treated with 20  $\mu$ M of NSC668063 for 24 h and induced to differentiate into adipocytes by MDI hormonal induction. **A**, Oil red O (ORO) staining results of untreated cells (*left*) and NSC668063-treated cells (*right*) after 8 days of incubation under adipogenic stimuli; shControl (*top*), shNFIB (*middle*), and shMLL1 (*bottom*). All images were obtained from a single round of experiments. Scale bar, 200  $\mu$ m. **B**, RT-qPCR results of *Cebpa*, *Pparg*, and *Fabp4* in shControl (white), shNFIB (grey), and shMLL1 (dark grey) cells. For each gene, relative mRNA levels were calculated as relative to untreated (–) shControl cells following normalization to *Gapdh*. **C and D**, shControl, shNFIB, and shMLL1 cells were infected with retrovirus expressing FLAG-tagged Axin1 or control vector followed by induction of adipogenic differentiation for 8 days. **C**, ORO staining results of shControl (*top*), shNFIB (*middle*), and shMLL1 (*bottom*) cells infected with empty retroviral vector (*left*) or retrovirus expressing FLAG-Axin1 (*right*). All images were from a single round of experiments. Scale bar, 200  $\mu$ m. **D**, RT-qPCR results of *Cebpa*, *Pparg*, *Fabp4*, and *Axin1* in shControl (white), shNFIB (grey), and shMLL1 (dark grey) cells. For each gene, relative mRNA levels were calculated as relative to untreated (–) shControl cells following normalization to *Gapdh*. For Figure S5B and S5D, data were analyzed using two-way ANOVA with

Dunnett's post hoc test and presented with mean  $\pm$  SD (n = 3 independent experiments); \*\* $p < 0.01$ , \*\*\* $p < 0.001$  versus untreated/empty vector-infected shControl cells (-).

**Figure S6. Genome-wide identification of NFIB/MLL1 targets in C3H10T1/2 MSCs. Related to Figure 5.** *A – C*, shown on the left are pie charts depicting genomic distribution of (*A*) NFIB binding, (*B*) MLL1 binding, and (*C*) H3K4me3-enriched peaks (%) identified in undifferentiated C3H10T1/2 MSCs. Shown on the right are average ChIP-seq profiles of (*A*) NFIB, (*B*) MLL1, and (*C*) H3K4me3 across transcription start sites (TSS). *D*, plots showing average ChIP-seq profiles of NFIB (*left*) and H3K4me3 (*right*) around TSS in shControl (green), shNFIB (red), and shMLL1 (purple) cells. *E*, Interactive Genomics Viewer (IGV) genome browser snapshots of genes directly targeted by NFIB/MLL1 such as *Atf1*, *Dhcr7*, *Efnb1*, *Fina*, *Nr3c1*, *Nus1*, *Plpp3*, and *Rcn1* showing tracks of NFIB (red), MLL1 (yellow), and H3K4me3 (blue) ChIP-seq tag counts in undifferentiated shControl, shNFIB, and shMLL1 cells. *F*, Venn diagram (*upper*) shows 917 targets (blue) that are exclusively NFIB HQBS but not MLL1 HQBS. Gene ontology (GO) classification (*lower*) showing the biological process (BP) terms of exclusively NFIB HQBS (n = 917). *G*, Venn diagram (*upper*) shows 1,141 targets (yellow) that are exclusively MLL1 HQBS, but not NFIB HQBS. GO classification (*lower*) showing the BP terms of exclusively MLL1 HQBS (n = 1,141). For Figure S6F and S6G, the size of bubble indicates the number of genes. Color depth indicates significance ( $p < 0.05$ ). The x-axis represents enrichment abundance (hit genes / populated genes) and the y-axis different GO terms.

**Figure S7. The NFIB/MLL1 complex regulates lineage-specific changes in the transcriptome of C3H10T1/2 MSCs. Related to Figure 7.** *A*, volcano plot representing differentially expressed genes (DEGs) in response to osteogenic stimuli for 7 days in shControl cells. The red and blue circles represent the significantly upregulated and downregulated genes following osteogenic stimuli, respectively. The gray circle represent gene with no significant change in expression. *B*, gene ontology (GO) classification showing the downregulated OAGs (*right*) in C3H10T1/2 MSCs. *C*, Venn diagram (*upper*) shows 391 genes (yellow) that are exclusively NFIB-dependent, but not MLL1-dependent. Gene ontology (GO) classification (*lower*) showing the biological process (BP) terms of exclusively NFIB-

dependent genes ( $n = 391$ ). **D**, Venn diagram (*upper*) shows 84 genes (blue) that are exclusively MLL1-dependent, but not NFIB-dependent. Gene ontology (GO) classification (*lower*) showing the biological process (BP) terms of exclusively MLL1-dependent genes ( $n = 84$ ). **E**, shown on the left are hierarchical clustering results of 1,920 downregulated OAGs in shControl, shNFIB, and shMLL1 cells. 1,920 OAGs were differentially expressed genes with  $|\log_2 \text{fold change}| > 1$  and  $\text{FDR} < 0.05$  upon osteogenic stimuli in shControl cells. OAGs are clustered into 4 groups and manually curated based on NFIB and/or MLL1 dependency upon osteogenic stimuli: OAGs that failed to be downregulated only in shNFIB cells (NFIB-dependent genes, yellow), OAGs whose expressions were significantly increased in shMLL1 cells but not in shNFIB cells (MLL1-dependent genes, blue), OAGs showing NFIB- and MLL1-dependency (NFIB/MLL1-dependent genes, green), and OAGs with no significant dependency. The scale bar is based on the Z-score of  $\log_2 (\text{CPM} + 1)$ . Shown on the right are Venn diagram showing 77 NFIB/MLL1-dependent OAGs (green) commonly presented in 305 NFIB-dependent downregulated OAGs and in 142 MLL1-dependent downregulated OAGs. **F**, GO analysis of 77 downregulated OAGs exhibiting NFIB- and MLL1- dependent downregulated genes. For GO classifications in Figure S7B, S7C, S7D, and S7F, the size of bubble indicates the number of genes. Color depth indicates significance ( $p < 0.05$ ). The x-axis represents enrichment abundance (hit genes / populated genes) and the y-axis different GO terms.

## Supporting Information Tables

**Table S1. Information on the antibodies used in this study.**

| Antibody       | Source                 | Identifier                        | Application                                 |
|----------------|------------------------|-----------------------------------|---------------------------------------------|
| NFIB           | Abcam                  | ab186738;<br>RRID: AB_2782951     | WB (1/2,000)                                |
| NFIB           | Atlas antibodies       | HPA003956<br>RRID: AB_1854424     | ChIP (4 µg), ChIP-seq (8 µg)                |
| KDM4D          | Abcam                  | ab93694;<br>RRID: AB_10561782     | WB (1/5,000)                                |
| MLL1           | Bethyl laboratory      | A300-086A;<br>RRID: AB_242510     | WB (1/10,000), ChIP (4 µg), ChIP-seq (8 µg) |
| Dlx5           | Cell signaling         | ab109737;<br>RRID: AB_10862856    | WB (1/5,000)                                |
| Runx2          | Cell signaling         | #12556;<br>RRID: AB_2732805       | WB (1/2,000)                                |
| Osterix        | Abcam                  | ab22552;<br>RRID: AB_2194492      | WB (1/1,000)                                |
| Myc            | (68)                   | N/A                               | WB (1/3,000)                                |
| FLAG           | Sigma                  | F1804;<br>RRID: AB_262044         | WB (1/3,000)                                |
| Actin          | Sigma                  | A1978;<br>RRID: AB_476692         | WB (1/20,000)                               |
| H3K4me3        | Abcam                  | ab8580;<br>RRID: AB_306649        | ChIP (2 µg), ChIP-seq (4 µg)                |
| H3K9me3        | Abcam                  | ab8898;<br>RRID: AB_306848        | ChIP (4 µg)                                 |
| Rabbit IgG     | Vectashield            | I-1000;<br>RRID: AB_2336355       | ChIP (2 µg)                                 |
| Mouse IgG-HRP  | GE                     | NA-931V;<br>RRID: AB_772210       | WB (1/10,000)                               |
| Rabbit IgG-HRP | Jackson ImmunoResearch | 711-035-152;<br>RRID: AB_10015282 | WB (1/10,000)                               |

**Table S2. Information on the primers used for RT-qPCR**

| <b>Gene</b>     | <b>Forward primer</b>       | <b>Reverse primer</b>        | <b>Source</b> |
|-----------------|-----------------------------|------------------------------|---------------|
| <i>Nfib</i>     | CCGGAATACCTGGAGTCG          | GAAATGGCAACGGTGAGG           | (44)          |
| <i>Mll1</i>     | GGCTCCAGCAAGAACAAAAG        | TCACACCTGCAAATGAGAGC         | (44)          |
| <i>Kdm4d</i>    | CTGGAAGAATCGCCTGTATG<br>AGT | GTCTTGAATTGTTCCCAGGTG<br>AC  | (44)          |
| <i>Dlx5</i>     | CTGGCCGCTTTACAGAGAAG        | CTGGTGACTGTGGCGAGTTA         | (84)          |
| <i>Runx2</i>    | CAGACCAGCAGCACTCCATA        | CAGCGTCAACACCATCATTC         | (85)          |
| <i>Osx</i>      | AGCGACCACTTGAGCAAACA<br>T   | GCGGCTGATTGGCTTCTTCT         | (86)          |
| <i>Msx2</i>     | AACACAAGACCAACCGGAA<br>G    | GCAGCCATTTTCAGCTTTTC         | (84)          |
| <i>Ccnd1</i>    | GCGTACCCTGACACCAATCT        | CAGGTCTCCTCCGTCTTGAG         | (44)          |
| <i>Myod1</i>    | TCAGGTGCTTTGAGAGATCG<br>AC  | CGAAAGGACAGTTGGGAAGA<br>GT   | (87)          |
| <i>Myogenin</i> | CACTGGAGTTCGGTCCCAA         | TGTGGGCGTCTGTAGGGTC          | (87)          |
| <i>Cebpa</i>    | CCCAGCGGTGCCTTGTGC          | TCCTTCCCCCAGCCGTTAGTG        | (44)          |
| <i>Pparg</i>    | GCCCTTTGGTGACTTTATGGA       | GCAGCAGGTTGTCTTGGATG         | (44)          |
| <i>Fabp4</i>    | TGCTGCAGCCTTTCTCACCT        | AGCCCACTCCCCTTCTTTCA         | (44)          |
| <i>Axin1</i>    | ACGGTACAACGAAGCAGAG<br>AGCT | CGGATCTCCTTTGGCATTCGG<br>TAA | (88)          |
| <i>Gapdh</i>    | GCCTCTCTTGCTCAGTGTCC        | TGCGACTTCAACAGCAACTC         | (44)          |

**Table S3. Information on the primers used for ChIP-qPCR**

| Gene                     | Forward primer                | Reverse primer                | Source |
|--------------------------|-------------------------------|-------------------------------|--------|
| <i>Dlx5</i><br>promoter  | CTCTTTAAGCAATGCTTTGTTG<br>TGC | GGCGCAGCACAGCCTTGGTTA<br>AATC | (20)   |
| <i>Dlx5</i><br>distal    | TGACAGAGGCTTGGAGTCCTT         | TCCTCTTCTGGTTCCCCTTT          | (89)   |
| <i>Runx2</i><br>promoter | GGCTCCTTCAGCATTTGTGT          | TGTCCTCTCCCTTTCCTTCC          | (90)   |
| <i>Runx2</i><br>distal   | AAGGAGTTTGCAAGCAGAGC          | CAACTGAGTGTGTGGCGTTC          | (90)   |
| <i>Osx</i><br>promoter   | GAAGCTCTGACAACTTGCCC          | AAGGGAGAGGGAGGGAGAAT          | (90)   |
| <i>Osx</i><br>distal     | ATACATATACATACATTAC           | TAGTTCAGGGTGGCAGTGTG          | (90)   |

**Table S4. Sequencing depth and mapping summary**

| Type                | Sample    | Knockdown | Condition | Mapped read (bp.) | Mapped rate (%) | Error rate (%) |
|---------------------|-----------|-----------|-----------|-------------------|-----------------|----------------|
| RNA-seq             | shCon_D0  | WT        | Day 0     | 78,328,254        | 96.5            | 0.18           |
|                     | shCon_D7  | WT        | Day 7     | 76,719,113        | 96.2            | 0.18           |
|                     | shMLL1_D0 | MLL1      | Day 0     | 76,159,689        | 95.9            | 0.18           |
|                     | shMLL1_D7 | MLL1      | Day 7     | 58,834,569        | 96.2            | 0.18           |
|                     | shNFIB_D0 | NFIB      | Day 0     | 82,329,046        | 97.3            | 0.19           |
|                     | shNFIB_D7 | NFIB      | Day 7     | 76,016,682        | 96.2            | 0.19           |
| ChIP-seq<br>H3K4me3 | IPT       | WT        | Day 0     | 23,447,395        | 86.9            | 0.92           |
|                     | shCon_D0  | WT        | Day 0     | 24,316,397        | 98.4            | 1.32           |
|                     | shCon_D7  | WT        | Day 7     | 35,380,501        | 98.4            | 1.25           |
|                     | shMLL1_D0 | MLL1      | Day 0     | 26,062,736        | 98.2            | 1.77           |
|                     | shMLL1_D7 | MLL1      | Day 7     | 30,448,145        | 98.2            | 1.89           |
|                     | shNFIB_D0 | NFIB      | Day 0     | 26,049,077        | 98.2            | 1.76           |
|                     | shNFIB_D7 | NFIB      | Day 7     | 31,277,100        | 98.6            | 0.91           |
| ChIP-seq<br>MLL1    | IPT       | WT        | Day 0     | 47,471,013        | 96.2            | 1.17           |
|                     | shCon_D0  | WT        | Day 0     | 38,231,251        | 97.2            | 1.25           |
| ChIP-seq<br>NFIB    | shCon_D0  | WT        | Day 0     | 47,268,717        | 96.2            | 1.16           |
|                     | shCon_D7  | WT        | Day 7     | 48,340,390        | 97.9            | 1.25           |
|                     | shMLL1_D0 | MLL1      | Day 0     | 48,289,345        | 97.9            | 0.93           |
|                     | shMLL1_D7 | MLL1      | Day 7     | 48,490,709        | 98.8            | 1.15           |
|                     | shNFIB_D0 | NFIB      | Day 0     | 47,271,801        | 95.5            | 1.1            |
|                     | shNFIB_D7 | NFIB      | Day 7     | 48,058,304        | 97              | 1.49           |

**Supporting Information Data****Data S1. 162 NFIB/MLL1-dependent osteogenesis-associated genes (OAGs).**

## **Supporting Information Materials and Methods**

### **Cell proliferation assay**

Cell proliferation was assessed using the naphthol blue black (NBB) staining protocol as previously described (91). Briefly, cells were seeded at a density of  $2 \times 10^3$  cells per well in 24-well plates and cultured in DMEM supplemented with 10% FBS for 5 days. At the indicated time points (0, 1, 2, 3, 4, and 5 days), cells were fixed with 4% paraformaldehyde (PFA, Wako) at room temperature for 20 min, followed by washing with PBS twice. The cells were then stained with 500  $\mu$ L of NBB solution, containing 9% acetic acid (Merck) and 0.1 M sodium acetate (Merck), at room temperature for 30 min. After staining, the cells were washed three times with deionized water and eluted with 150  $\mu$ L of 50 mM NaOH (Sigma). Cell proliferation was quantified by measuring the absorbance at 595 nm using an XFluor4 microplate reader, and the results were expressed as optical density at 595 nm (O.D. 595).

### **Wnt inhibition and *in vitro* differentiation**

Inhibition of the Wnt signaling pathway was achieved by incubation of cells in the presence of 20  $\mu$ M NSC668063 (Sigma) or by exogenous expression of FLAG-Axin1, as previously reported (92, 93). Adipogenic differentiation was induced by incubating confluent cells in medium containing 10  $\mu$ g/mL insulin (Sigma), 1  $\mu$ M dexamethasone (Sigma), 0.5 mM isobutyl methylxanthine (Sigma), and 10% FBS for two days. Cells were then fed with DMEM supplemented with 10% FBS and 10  $\mu$ g/mL insulin for two days, after which they were fed every other day with DMEM containing 10% FBS. Differentiation was monitored by the appearance of lipid droplets in cells, and then confirmed by Oil Red O (ORO) staining. The stained lipid droplets were visualized using a Leica DM750M light microscope equipped with a Leica DFC295 camera. All images were taken using a 100 $\times$  magnification and processed using the Adobe Photoshop CC 2022 software. For myogenic differentiation, C3H10T1/2 MSCs were grown to full confluency in DMEM supplemented with 10% FBS, and differentiation was induced in myogenic medium containing 20  $\mu$ M 5-Aza (Sigma) for 14 days. The differentiation was assessed by quantifying the mRNA expression levels of key myogenic regulatory factors (MRFs), including *Myod1* and *Myogenin*.

How the deposited data were processed for this re-analysis (not part of the article)

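RNA-seq counts of C3H10T1/2 cells were analysed for 6 conditions with 1 library each: shControl, shNFIB and shMLL1 cells at day 0 and at day 7 of osteogenic differentiation. The authors trimmed the reads with Trimmomatic 0.39, aligned them to mm10 with HISAT2 2.2.1, filtered them with SAMtools 1.12 and counted them per gene with htseq-count 0.11.1. The values the authors deposited are raw counts per Ensembl gene, without normalization, and 0 entries of the table named no gene. The text of the paper names edgeR, TMM normalization, a false discovery rate of 5% and a fold change over 2 for differential expression, and does not name the dispersion that a test without replicates needs. ChIP-seq, adipogenic samples and GO annotation were not used here.
Gene types and positions were taken from GENCODE M21 on GRCm38, in which 55141 of the 55401 genes had an entry. Of the 29043 genes with at least 1 count, 16937 are protein-coding and 68 had no entry. The share of all counts in the 10 most abundant genes of a library was between 5.04% in shControl at day 0 and 9.70% in shControl at day 7. Intervals and floors cover counting error only, since reads are not independent molecules and there was no second culture.
Pairs of libraries were compared in edgeR 4.0.16 under R 4.3.3, with TMM factors over the 6 libraries, the exact test at an assumed BCV and a prior count of 0.125 in fold changes. Intervals and figures were made with Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9. Models over the 6 libraries, with line and day as terms, were fitted with edgeR's quasi-likelihood method to the genes kept by filterByExpr, and with DESeq2 1.42.0 as an alternative. The line pairs the libraries of the 2 days, since both come from the same knockdown or control cells. Across genes, the deviations of the 2 days from the day means had correlations of 0.424 in shControl, 0.423 in shNFIB and 0.269 in shMLL1. The day effect was therefore fitted with the line as a block.
The genes named in the text were set by a rule: the genes that the paper names in its RNA-seq results, Figs. 1, 5, 6, 7, S1, S6E and S7A, the 2 hairpin targets, the members of the gene lists where a list is reported, the 5 OAGs with the largest change in each direction and the 5 NFIB/MLL1-dependent OAGs with the largest smaller fall, among genes with at least 10 counts in every library compared. Genes outside it are said to have been chosen after their values were seen. Some genes that meet the rule are not reported here. The lists were written from general knowledge or copied from the paper's figures before the counts were available, except the list of interferon response genes, which was written after the counts had been seen. They cover osteoblast, adipocyte, chondrocyte, glucocorticoid response, S phase, G2/M phase, sterol biosynthesis, hypoxia, Hox, Y chromosome and NFI family genes, and the genes of Fig. S7A, the named direct targets and the osteogenic regulators of the paper. Each list median was placed among 10000 random lists of the same size matched on mean expression in 20 bins.
The steps were tested on simulated counts in which 200 genes changed by a log2 fold change of 2. With a true BCV of 0.2, the exact test called 150 of the 200 changed genes and 5 of 27653 unchanged genes. With a true BCV of 0.4 it called 154 of the changed genes and 1956 of 27630 unchanged genes, and found 237 unchanged genes dependent on both proteins. The quasi-likelihood fit called 197 of the 200 changed genes and 11 of 16263 unchanged genes for the day effect, and 193 of 200 for a knockdown line, at a true BCV of 0.2. At a true BCV of 0.28, near the one estimated from the data, it called 197 of 200 for the day effect and 171 of 200 for a knockdown line. These simulations gave all genes the same spread and held no knockdown difference that depends on the day. In the data such a difference counts as error, so these shares cannot be carried over to the data. A list of 12 raised genes was at the percentile of 100 and a list of 12 unchanged genes at 94.0 among matched lists.
The alternatives tried were a BCV of 0.1 or 0.4, the fold change without a test, a filter of 10 counts, DESeq2's size factors, library size alone, a prior count of 2, counts thinned to the smallest library, and another definition of dependence. For the fits over lines they were each line left out, no block, all genes, DESeq2's test, and only the 4 libraries compared. Chosen after seeing the data were the BCV estimated by the fit over lines, protein-coding genes alone, and a BCV of 0.1 with protein-coding genes alone.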

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

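All tests in this part were chosen only after the results had been seen.
From day 0 to day 7, 14 genes were called in opposite directions in shControl and shNFIB, and 28 in shControl and shMLL1. The difference between the lines was not itself tested. They are 40 distinct genes. Libraries were simulated with the same response in each line and the spread estimated by the fit over lines (BCV 0.281). They gave a median of 12 such genes for shNFIB (6 to 19 over 20 simulations), a range that holds the 14 seen. With 1 library per line and day, that fit counts a response that differs between lines as spread. The simulation therefore cannot tell chance spread from a different response in shNFIB. For shMLL1 the simulated libraries gave a median of 13 (5 to 21), fewer than the 28 in every simulation. A larger spread stays open, since a BCV of 0.4 gave a median of 162, more than seen, and no spread between these was simulated. Scaling is argued against, since 32 such genes were called in shMLL1 with library size alone. Depth stays open, since 21 were called there after thinning the counts to the smallest library, which is no more than the highest of the simulations. A different response of the shMLL1 line is a hypothesis that replicate cultures would have to test.
At day 0, before differentiation, 662 genes were called between shNFIB and shControl (307 higher and 355 lower) and 1277 between shMLL1 and shControl (669 higher and 608 lower). Lower in both lines were 156 genes, higher in both 86, and 56 were called in opposite directions. Unchanged lines simulated with the estimated spread gave a median of 67 calls (30 to 97) for shNFIB and 63.5 (32 to 104) for shMLL1, far fewer than seen. Depth is argued against by 534 and 1039 calls after thinning, and scaling by 1263 calls for shMLL1 with DESeq2's size factors. After a trend on gene length and GC content was removed, 100% of the called genes in shNFIB and 97.5% in shMLL1 still differed over 2-fold in the same direction. A BCV of 0.4 without any change gave more calls than seen in every simulation, with medians of 1763 (1650 to 1836) for shNFIB and 1757.5 (1655 to 1858) for shMLL1, so a spread of that size is argued against as well. A spread between these, which was not simulated, cannot be told apart from an effect of the knockdown with 1 culture per line. An effect of the hairpins before differentiation stays open.
The median of the 14 interferon response genes changed from day 0 to day 7 by -1.66 in shMLL1 and by 4.23 in shNFIB (3.68 with genes at the floor set to their bound), while it was 0.30 in shControl. Every member fell in shMLL1 and rose in shNFIB. The difference between the lines was not tested. The lines already differed at day 0, where the median against shControl was -2.77 in shNFIB and 1.99 in shMLL1, and the summed expression of the list was 276 CPM in shNFIB, 658 CPM in shControl and 2335 CPM in shMLL1. A response to the hairpin vector that both knockdown lines share is argued against by the opposite directions at day 0. Scaling is argued against by the median of -2.88 in shNFIB with library size alone. The state of the single culture behind each library cannot be told apart from an effect of the knockdown.
The median of the 13 hypoxia genes changed by -1.68 in shMLL1 and by 0.50 in shNFIB, against -0.70 in shControl, and this difference was not tested either. With library size alone the median in shMLL1 was -1.47, which argues against scaling. Since each value comes from 1 culture, its state, such as the density at harvest, cannot be told apart from the line.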

How the results depend on the processing

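The tests of explanations were chosen only after the results had been seen; the alternatives themselves were set beforehand except where said. DESeq2's size factors, library size alone, a prior count of 2, a filter of 10 counts and thinning kept all 14 counts from pairs of libraries within 1.5 times their values.
At a BCV of 0.1, 873 upregulated OAGs were NFIB-dependent, 321 MLL1-dependent and 197 both, and of the downregulated ones 360, 171 and 89. All 162 genes of Data S1 met the criteria, 33 and 67 genes were called in opposite directions in shControl and in shNFIB or shMLL1, and 1366 and 2477 genes were called at day 0. At a BCV of 0.4 there were 321 upregulated and 188 downregulated OAGs, of which 38, 24 and 15 and 6, 4 and 4 were NFIB-dependent, MLL1-dependent and both. Then 15 genes of Data S1 met the criteria, 1 and 2 genes were called in opposite directions in shNFIB and shMLL1, and 115 and 119 at day 0.
With the fold change alone, 3863 genes were upregulated OAGs. Dependent upregulated OAGs then numbered 1339, 582 and 385, dependent downregulated ones 446, 263 and 130, Data S1 genes meeting the criteria 162, opposite calls 85 and 161, and calls at day 0 2135 and 3275. With dependence taken as no call in the same direction within the knockdown line, the numbers were 1608, 866 and 698 for upregulated and 756, 542 and 337 for downregulated OAGs, and the share of MLL1-dependent OAGs that were NFIB-dependent was 80.6%. That share moved beyond its interval under no other alternative set beforehand.
Among alternatives chosen after seeing the data, the BCV estimated by the fit over lines gave 1392 and 790 OAGs, 140, 79 and 54 dependent upregulated and 46, 22 and 11 dependent downregulated OAGs, 51 Data S1 genes, 5 and 10 opposite calls, and 328 and 603 calls at day 0. Protein-coding genes alone gave 1557 upregulated OAGs. A BCV of 0.1 with protein-coding genes alone gave 306, 143 and 77 dependent downregulated OAGs, 161 Data S1 genes, 27 and 48 opposite calls, and 1126 calls at day 0 in shNFIB.
In edgeR's quasi-likelihood test with all genes, 341 genes were higher and 347 lower in shNFIB over both days, and 236 and 290 in shMLL1. With only the 4 libraries compared these were 291 and 302, and 90 and 109. With DESeq2's test they were 292 and 308, and 169 and 232. The cause was not tested. The day effect went from 1213 to 2599 genes higher and from 1197 to 2542 lower across the 3 fits that each left out a line. Its lowest counts were those without shControl, where 2338 of the genes called over 3 lines were called again, against 4330 without shNFIB and 4362 without shMLL1. Without the line as a block, 2125 genes were higher and 1863 lower at day 7, within 1.5 times of the counts with the block. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 10 splits cannot show that this is beyond chance.
Library size alone shifted the median of all genes by -0.108 in shNFIB and 0.107 in shMLL1 against shControl at day 7, by 0.204 in shMLL1 from day 0 to day 7, and by -0.106 in shNFIB at day 0. The share of genes called higher within shMLL1 was then 66.9%, against 56.8%, and it was 51.7% after thinning. Among protein-coding genes, an alternative chosen after seeing the data, it was 51.0%. Of 308 values of named genes, 91 moved beyond their counting interval with library size alone, 3 of which changed sign with a size over 0.1, 16 with DESeq2's size factors and 0 with a prior count of 2, where genes near the floor moved by up to 4.00. Of 98 list medians, none changed sign with a size over 0.1 under these, and 1 moved beyond its interval, that of the G2/M genes in shMLL1 against shControl at day 0, from 0.10 to 0.17 with DESeq2's size factors.
Depth limits the 554 upregulated OAGs with at most 3 counts in shControl at day 0, whose fitted folds depend on the prior count.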

Differences from the paper's values

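The alternative chosen only after the values were seen is named as such; no tests of causes are given in this part.
Exclusively NFIB-dependent upregulated OAGs numbered 255, against the paper's 391. Of the alternatives set before the data were examined, the filter of 10 counts (322), DESeq2's size factors (272) and library size alone (328) came within 1.5 times of the paper's number, and the others did not. Exclusively MLL1-dependent upregulated OAGs numbered 54, against the paper's 84. A BCV of 0.1 (124) and the filter of 10 counts (66) came within 1.5 times, and the others did not.
Of the downregulated OAGs, 158 were NFIB-dependent, against the paper's 305. A BCV of 0.1 (360), the fold change alone (446) and the filter of 10 counts (206) came within 1.5 times, and the others did not. The MLL1-dependent ones numbered 69, against the paper's 142, and those dependent on both 27, against the paper's 77. For both, only a BCV of 0.1 came within 1.5 times (171 and 89). A BCV of 0.1 with protein-coding genes alone, which was chosen after seeing the values, gave 388, 86, 306, 143 and 77 for these 5 numbers in the same order.
The paper lists Plpp3 and Igfbp5 among the genes dependent on both proteins. At a BCV of 0.2, Plpp3 was not called lower in shMLL1 (log2 fold change -1.25) and Igfbp5 was not called lower in shNFIB (-1.06). At a BCV of 0.1, all 162 genes of that list were called in both lines.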

Other observations

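All tests in this part were chosen only after the results had been seen.
The adjusted p-values that the paper gives in Data S1 were compared with those of the exact test. At a BCV of 0.1 the median difference of their log10 values was 0.000266 in the comparison of day 7 with day 0, 0.00481 in shNFIB and 0.00198 in shMLL1, against 6.86, 6.53 and 4.22 at a BCV of 0.2. This is consistent with a BCV of 0.1 behind Data S1. With that BCV and protein-coding genes alone there were 3894 OAGs, near the paper's 3882, and 551, 249 and 163 upregulated OAGs dependent on NFIB, on MLL1 and on both, near the paper's 553, 246 and 162, which is consistent with such a filter. The paper's text names neither setting.
The differences of shNFIB and shMLL1 from shControl at day 7 had a correlation of 0.406 across genes. Unchanged lines against a shared control gave a median of 0.472 at a BCV of 0.2, so that the shared library could produce a correlation of this size across all genes. Across the upregulated OAGs the correlation of 0.490 was above every simulation at a BCV of 0.2, 0.281 and 0.4. At 0.1, where the median was 0.451, it was within their range (0.419 to 0.491), so that the shared library stays open there as the source. The share of upregulated OAGs that moved in the same direction in both lines went the other way. It was 57.5%, below every simulation. The lowest simulated shares were 64.8% at a BCV of 0.1, 66.4% at 0.2, 65.9% at 0.281 and 66.8% at 0.4. The simulated lines held no change, and a real change in 1 line alone could lower this share. The share therefore cannot decide whether these OAGs moved together more than the shared library would give. The share of MLL1-dependent OAGs that were NFIB-dependent, 68.0%, was above the simulated median of 24.9% at a BCV of 0.4. The simulations drew each gene independently, with the same spread for all genes. A shift of many genes together in the single shControl culture at day 7 was not simulated. Such a shift stays open as a source of the shared calls.
The knockdown lines did respond to the medium. The median of 14 glucocorticoid response genes rose by 2.83 in shControl, 2.77 in shNFIB and 2.37 in shMLL1, which argues against a general lack of response as the reason for the lost rise of osteoblast genes. The sterol biosynthesis genes changed by -3.23, -2.88 and -2.55 in the same order, and 16 of 16 were downregulated OAGs. Against shControl at day 7, the osteoblast list had medians of -1.50 in shNFIB and -1.25 in shMLL1.
Adipocyte genes rose in shControl, with a median of 3.90 (2.48 with genes at the floor set to their bound), against 0.69 in shNFIB and 0.80 in shMLL1. Cfd reached 2129 counts, Lpl 1084, Cidec 681 and Plin1 472. Fabp4, an abundant transcript of adipocytes, had a log2 fold change of -0.0025 in shControl, and Adipoq had at most 1 count in any library, which argues against mature adipocytes in the culture. Of the 24 genes, 11 had at least 10 counts in shControl at day 0. What raised these genes was not tested further.
Genes that are not protein-coding rose at day 7. In shControl the median log2 fold change was 1.28 for 885 antisense genes, 0.94 for lincRNA genes and 1.72 for 75 sense intronic genes, and -0.30 for processed pseudogenes. Low expression is argued against for the antisense genes, which were at the percentile of 100 among expression-matched lists in each line, and for the lincRNA genes in shControl, which were at 100 as well. It stays open for the lincRNA genes in the knockdown lines, at the percentiles of 83.6 in shNFIB and 97.6 in shMLL1. Reads from unspliced RNA are a candidate explanation, since the sense intronic genes rose more than lincRNA genes in each line, with 0.86 against 0.30 in shNFIB. Genomic DNA as the whole cause is argued against in shControl and shMLL1. There the summed counts of 212 olfactory and vomeronasal receptor genes rose less than the intronic genes, by 0.76 and 0.36 on the log2 scale. Since the receptor counts did rise in both lines, a contribution of genomic DNA stays open. In shNFIB the receptor counts rose by 0.89, as much as the intronic genes, and genomic DNA cannot be told apart there. The counting strand is not named in the paper's text, so antisense counts may in part be reads of the genes opposite.
The counts of Spp1, Col1a1 and Runx2 were nearly equal in the 5 libraries other than shControl at day 7. The SD of their log2 counts without normalization was 0.0579, 0.0781 and 0.113, smaller than in all but 0.0567%, 0.154% and 0.761% of the 12347 genes with at least 20 counts in every library. After normalization these shares were 8.59%, 4.32% and 0.332%. Of the 11 genes of Fig. S7A with enough counts, 3 were in the lowest 1% without normalization and 1 with it. Of the other upregulated OAGs called in neither knockdown line, 2 of 208 were in the lowest 1% without normalization, as were 0 of the 25 other OAGs dependent on both proteins. As many as 3 were in 0% of 10000 random lists drawn from such OAGs and in 0.04% of 10000 lists matched on expression. Selection of genes that respond only in shControl stays open all the same, since the paper labelled the genes of Fig. S7A from these libraries, and the pattern was sought in them only after their even counts had been seen. No biological explanation was tested.
The other lists are given for completeness. The median from day 0 to day 7 in shControl, shNFIB and shMLL1 was -0.57, 0.02 and 0.35 for chondrocyte genes, 0.79, 0.11 and 1.24 for the 9 Hox genes with enough counts, -0.71, -1.28 and 0.30 for the NFI family, and 0.07, -0.16 and 0.16 for the osteogenic regulators of the paper. No gene of the Y chromosome list had counts. The share of counts on mitochondrial genes rose from 2.01% to 7.77% in shControl, from 2.31% to 4.78% in shNFIB and from 2.65% to 5.71% in shMLL1.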
